# Sec14l3 potentiates VEGFR2 signaling to regulate zebrafish vasculogenesis

**DOI:** 10.1038/s41467-019-09604-0

**Published:** 2019-04-08

**Authors:** Bo Gong, Zhihao Li, Wanghua Xiao, Guangyuan Li, Shihui Ding, Anming Meng, Shunji Jia

## Abstract

Vascular endothelial growth factor (VEGF) regulates vasculogenesis by using its tyrosine kinase receptors. However, little is known about whether Sec14-like phosphatidylinositol transfer proteins (PTP) are involved in this process. Here, we show that zebrafish *sec14l3*, one of the family members, specifically participates in artery and vein formation via regulating angioblasts and subsequent venous progenitors’ migration during vasculogenesis. Vascular defects caused by *sec14l3* depletion are partially rescued by restoration of VEGFR2 signaling at the receptor or downstream effector level. Biochemical analyses show that Sec14l3/SEC14L2 physically bind to VEGFR2 and prevent it from dephosphorylation specifically at the Y^1175^ site by peri-membrane tyrosine phosphatase PTP1B, therefore potentiating VEGFR2 signaling activation. Meanwhile, Sec14l3 and SEC14L2 interact with RAB5A/4A and facilitate the formation of their GTP-bound states, which might be critical for VEGFR2 endocytic trafficking. Thus, we conclude that Sec14l3 controls vasculogenesis in zebrafish via the regulation of VEGFR2 activation.

## Abstract (web summary)

The growth factor VEGF is known to regulate vasculogenesis but the downstream pathways activated are unclear. Here, the authors report that Sec14l3, a member of the PITP (phosphatidyl inositol transfer proteins) family regulates the formation of zebrafish vasculature by promoting VEGFR2 endocytic trafficking.

## Introduction

The vertebrate vasculature, as a tree-like tubular and highly dynamic plexus, extends into almost all tissues for a constant supply of nutrients and oxygens, or transport of metabolic wastes^1,2^. The formation of a functional vascular system is essential for embryonic development, and its structural abnormalities always lead to pathological diseases^3,4^. This systematic and hierarchical vascular system is achieved by two distinct mechanisms, vasculogenesis (de novo assembly of vessels) and angiogenesis (modification and expansion of pre-existing vessels). In zebrafish, angioblasts derived from the lateral plate mesoderm eventually give rise to the first embryonic artery (dorsal aorta, DA) and vein (posterior cardinal vein, PCV) during vasculogenesis, and then these vascular systems are rapidly expanded and remodeled during angiogenesis to consummate vessel networks, including the formation of intersegmental veins (ISV) by endothelial cell sprouting^2,5–7^.

So far, a variety of signaling molecules and transcription factors have been implicated in the formation of the vertebrate vasculature via regulating endothelial cell proliferation, differentiation, migration, and position^2,4,8^. Vascular endothelial growth factor (VEGF) signaling is considered as the most critical and pivotal one during embryonic vasculogenesis as well as angiogenesis^9,10^. After secretion, VEGF ligands bind in an overlapping pattern to three receptor tyrosine kinases (RTKs), known as VEGFR1/Flt-1, VEGFR2/Flk-1/KDR, and VEGFR3/Flt-4 on the plasma membrane, followed by receptor dimerization and autophosphorylation at particular tyrosine sites. Then, the phosphorylated receptors recruit interacting proteins and further trigger the activation of downstream cascades via PLCγ/ERK and PI3K/AKT pathways^11^. Among these VEGFRs, VEGFR2 is considered as the major mediator of proangiogenic signaling in almost all aspects of vascular-endothelial-cell biology^8^. Of particular interest, in endothelial cells, VEGFR2 displays distinct distributions in subcellular pools, including cell surface, endocytic storage compartments, lipid rafts as well as cell-cell junctions^12–14^. As a result, VEGFR2 signaling could be monitored on the plasma membrane or within endosomes. However, what determines the activation of a specific pool is poorly understood^8^.

To achieve specific signal outputs with coordinated duration and amplitude, VEGFR2 signaling is strictly regulated at numerous levels, such as the receptor expression level, the availability, and affinities for binding its different ligands, the presence of co-receptors and repressor (tyrosine phosphatases), and so on^15–17^. More importantly, the intracellular trafficking and endocytic kinetics of VEGFR2 also regulate the signal outputs significantly^18–20^. Upon ligand binding, VEGFR2 is internalized mainly in a clathrin-dependent manner with the help of motor proteins and trafficked to RAB5-positive and EEA1-positive early endosomes. Unless VEGFR2 is dephosphorylated by the peri-membrane resident PTP1B at the Y^1175^ site^21^, these VEGFR2-containing vesicles can either be targeted for degradation via the RAB7-pathway to attenuate the signaling or recycled back to the plasma membrane via the fast (RAB4-dependent) or slow (RAB11-dependent) route for further potentiation^19^. Although NRP1-synectin-myoVI and ephrinB2-DAB2-PAR3 complex have been demonstrated to promote endosome movements into cell^22,23^, many events involved in VEGFR2 internalization and trafficking are still unclear. Full understanding of the endocytic VEGFR2 trafficking will further advance our understanding of the VEGF signaling and the consequential biological functions.

Sec14l3 proteins belong to phosphatidylinositol transfer proteins (PITPs), which were first described as transporters to potentiate phosphatidylinositol (PI) and phosphatidylcholine (PC) exchange between membranes in vitro^24^. Because of the involvement of PI molecules in endocytic membrane trafficking, PITPs are also proposed to play a vital role in vesicle budding from the *trans* Golgi network (TGN) as well as in priming of exocytosis^25–27^. Although it is reported that there is a crosstalk between PITPs with Wnt/Ca^2+^ and EGF signaling^28–30^, whether PITPs integrate lipid metabolism with intracellular VEGF signaling has not been studied.

In this paper, we demonstrate that Sec14l3 regulates VEGF signaling at its receptor level and participates in vascular development of zebrafish embryos. Using morpholino knockdown in combination with CRISPR/Cas9 knockout system, we find that *sec14l3* deficiency results in narrowed DA and PCV lumens. Mechanistically, Sec14l3 promotes RAB5A/4A activation to accelerate VEGFR2 internalization and recycling, thus preventing VEGFR2 from exposure to the phosphatase activity of PTP1B, which ultimately enhances the downstream VEGF signaling. It will be meaningful to interpret PITPs function in regulating VEGFR2 trafficking as well as in understanding VEGF signaling during vertebrate vasculature development.

## Results

### Sec14l3/SEC14L2 are enriched in the endothelial cells

Vascular system formation is important for the normal development of vertebrate embryos, as well as for the survival of adults^4^. In order to identify critical genes required for zebrafish vasculature development, we isolated GFP-positive cell populations, by fluorescence-activated cell sorting (FACS), from *Tg(fli1a:EGFP)*^*y1*^ embryos^7^ at 24 hpf, when the DA has separated from the PCV^5,6^. 

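Tg(fli1a:EGFP)y1 embryos carry EGFP under the promoter of fli1a, an ETS transcription factor gene, so that sorting for green fluorescence divides dissociated embryos into GFP+ and GFP- cells. RNA from both populations was sequenced as 1 library per group. The main text of the paper gives the stage as 24 hpf, whereas the sample labels and the description of Supplementary Data 1 give 22 to 24 hpf. The authors counted uniquely mapped reads on each Ensembl transcript of the zebrafish assembly Zv9 and deposited the count, the transcript length, the percent of the length covered by reads and the RPKM. The GFP+ library held 4441335 counted reads on 24806 transcripts, and the GFP- library held 4105672 counted reads on 24589 transcripts. At least 10 reads were counted on 13819 transcripts in GFP+ cells and on 13223 transcripts in GFP- cells. A floor of 3 reads corresponds to 0.675 RPM (reads scaled to the library total) in GFP+ cells and 0.731 RPM in GFP- cells. Hemoglobin transcripts took 6.59% of the GFP+ reads (exact Clopper-Pearson 95% interval 6.57% to 6.62%) and 0.0553% of the GFP- reads (0.0530% to 0.0576%). Mitochondrial transcripts took 8.37% and 9.24% of the reads, respectively. Intervals and floors cover counting error only. The log2 ratio of RPKM in GFP+ cells over GFP- cells was computed for the 27808 transcripts with a read in either library, with an RPKM of 0 set to 0.001. Reads were compared by a two-sided Fisher's exact test with Benjamini-Hochberg adjustment, which compares these libraries and not the conditions, since the difference has no replicate check. With an adjusted p under 0.001 and a log2 ratio above 1, 1577 transcripts of 1507 genes were higher in GFP+ cells. With a log2 ratio under -1, 1650 transcripts of 1632 genes were lower. The median log2 ratio of the 12015 transcripts with at least 10 reads in each library was -0.14. These counts depend on the test. The threshold on the ratio alone gave 6934 transcripts higher and 7288 lower, and edgeR's exact test with an assumed biological coefficient of variation of 0.4 and an adjusted p under 0.05 gave 330 higher and 66 lower.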

RNA sequencing of the isolated cells showed that genes in vascular, hematopoietic and pharyngeal arch cells were highly expressed as reported previously (Supplementary data 1)^7^. 

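Marker genes of 4 groups of cells were listed before the data were examined, and the reads of each gene were summed over its transcripts. Log2 ratios used 0.5 reads added to each gene and the library totals, for genes with at least 10 reads over both libraries. These were 25 of 38 written vascular genes, 28 of 36 hematopoietic, 24 of 33 pharyngeal arch, and 23 of 30 neural and muscle. The rest had no symbol matched or fewer than 10 reads. Each median was placed among 10000 random lists of the same size matched on mean expression, as a description of these libraries. The 25 vascular genes had a median log2 ratio of 4.49, above all random lists (percentile 100), and 20 of them had a log2 ratio above 1. The largest was that of mrc1a, with 1693 reads in GFP+ cells and 2 in GFP- cells (log2 ratio 9.29). The smallest was that of cxcr4a, with 27 and 25 reads (log2 ratio 0.00, 95% interval -0.84 to 0.84), whose sign changed with the scaling of the libraries. The 28 hematopoietic genes had a median of 5.01 (percentile 100), and 26 of them were above 1. They ranged from nfe2, with 161 and 111 reads (log2 ratio 0.42), to tfr1a, with 5121 and 18 reads (log2 ratio 8.00). The 24 pharyngeal arch genes had a median of -0.79 (percentile 0.23). Of these, 6 had a log2 ratio above 0, 1 of them above 1, and 10 were below -1. They ranged from foxd3, with 0 reads in GFP+ cells and 14 in GFP- cells (log2 ratio -4.97), to dlx1a, with 69 and 24 reads (log2 ratio 1.39). Whether these genes are specific to arch cells was not examined. Their median level was 11.7 RPM in GFP+ cells and 19.7 in GFP- cells, against 125 and 5.11 for the vascular genes and 111 and 4.38 for the hematopoietic genes. As a comparison, the 23 neural and muscle genes had a median log2 ratio of -2.03 (percentile 0.0), from myog at -3.76 to elavl4 at 0.66. Among the alternatives, adding 5 reads in place of 0.5 moved a median most, to 3.87 for the hematopoietic genes.

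**Figure D1:**
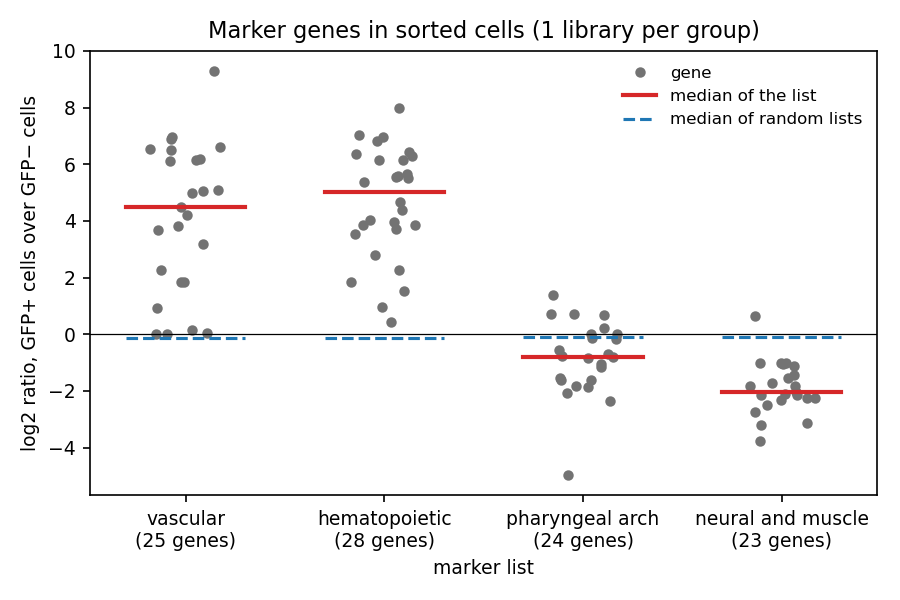
Log2 ratio of GFP+ over GFP- cells (y axis) for each gene of 4 marker lists (x axis); red lines are the list medians and dashed blue lines the median of the matched random lists. The vascular and hematopoietic medians are 4.49 and 5.01, and the pharyngeal arch and neural and muscle medians are -0.79 and -2.03.

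From the sequencing of the sorted cells, the paper states that genes of vascular, hematopoietic and pharyngeal arch cells were highly expressed, and cites an earlier report for the same pattern.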

Of our interest is the PITP gene *sec14l3*. 

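The transcript that the files describe as SEC14-like protein 3, ENSDART00000083359 of the gene ENSDARG00000059729, lies on chromosome 5 of Zv9 from 14630172 to 14671653 on the forward strand and is 2353 bases long. A table of RefSeq genes on the assembly GRCz12tu gives the symbol sec14l8 to the protein record of this transcript. It had 225 reads in GFP+ cells and 16 in GFP- cells, which covered 70.2% and 27.3% of its length. Its RPKM was 21.5 in GFP+ cells and 1.66 in GFP- cells, a log2 ratio of 3.70 (95% interval 2.97 to 4.53) or 13.0-fold (7.83 to 23.1). It ranked 382 among the 1577 transcripts higher in GFP+ cells. A second transcript of the gene had 0 reads in GFP+ cells and 1 read in GFP- cells. For comparison, kdrl, the vascular endothelial growth factor receptor gene that the paper uses as a vascular marker, lies on chromosome 14 from 33838843 to 33899405 on the reverse strand. Its transcript had 2640 reads in GFP+ cells and 71 in GFP- cells, with RPKM of 110 and 3.21, a log2 ratio of 5.10 (4.76 to 5.46). The log2 ratio of sec14l3 was lower than that of kdrl (difference -1.40, two-sided Fisher's exact test on the reads, p = 0.00196), a difference that does not depend on the scaling between the libraries. That p covers counting error only, and with 1 library per group the difference has no replicate check. Adding 1 RPKM to both libraries moved the log2 ratio of sec14l3 most, to 3.08. In edgeR's exact test with the same assumed variation, the adjusted p was 0.012 for sec14l3 and 8.82e-05 for kdrl.

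**Figure D2:**
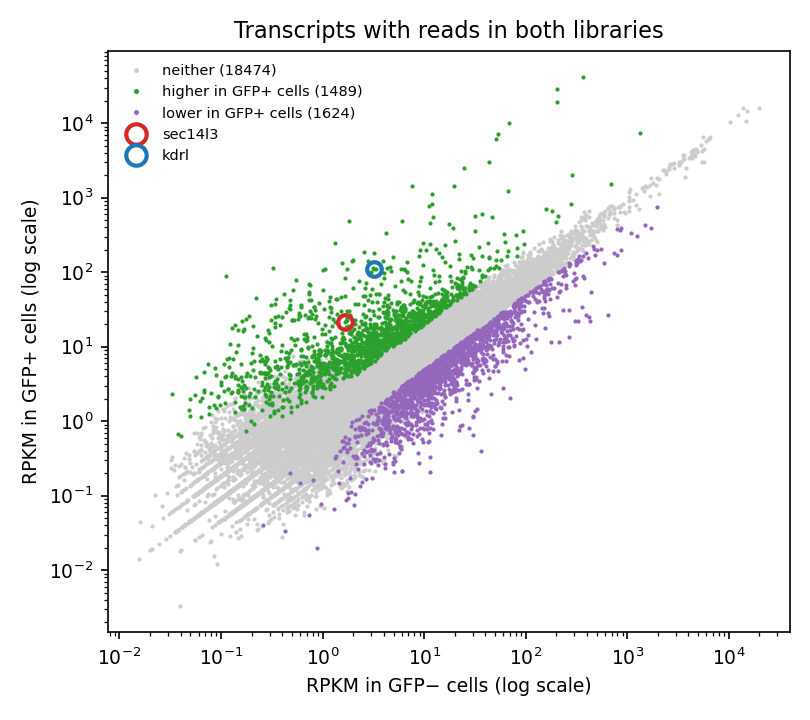
RPKM in GFP+ cells against RPKM in GFP- cells, both on log axes, for each transcript with reads in both libraries. Green points are the 1489 transcripts higher and purple points the 1624 lower in GFP+ cells, and circles mark sec14l3 (21.5 against 1.66) and kdrl (110 against 3.21).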

Whole-mount in situ hybridization (WISH) results showed that *sec14l3* was spatially expressed in vasculature at 24 hpf (Fig. 1a). Transverse sectioning post WISH indicated that *sec14l3* is expressed in both arterial and venous endothelial progenitor cells at 19 hpf, and thereafter it is restricted to the PCV compartment at 25 hpf (Fig. 1a). The expression of *sec14l3* in endothelial cells is almost eliminated in *etsrp/etv2* mutants lacking trunk vasculature (Fig. 1b)^31^, which confirms its vascular expression. Quantitative RT-PCR analysis indicated that *sec14l3* expression level in GFP^+^ cells from *Tg(fli1a:EGFP)*^*y1*^ embryos at 24 hpf is enriched by about 5 folds, which is comparable to that of *kdrl/vegfr2*, a specific vascular marker gene (Fig. 1c).

**Fig. 1:**
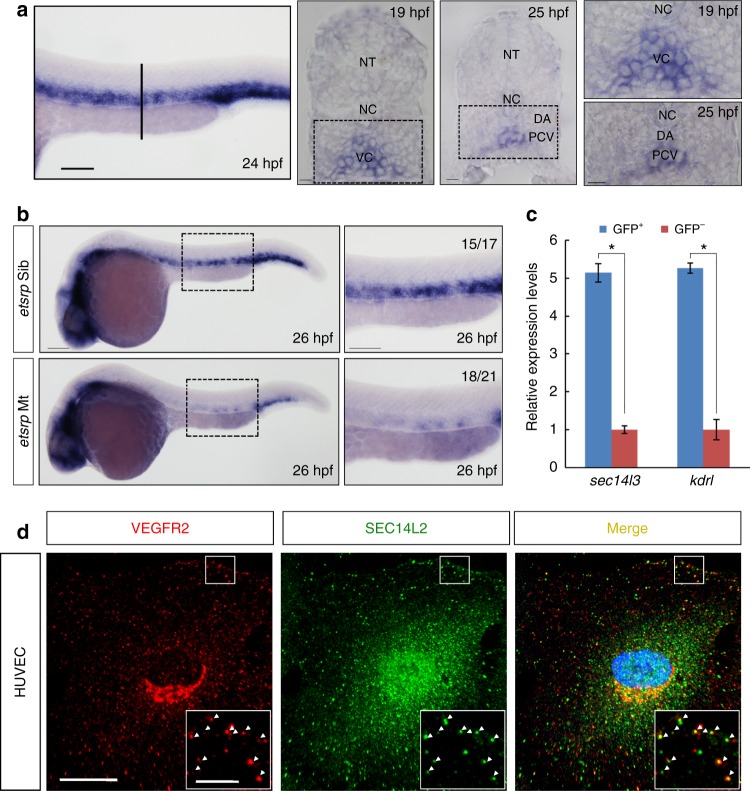
*sec14l3/SEC14L2* are expressed in endothelial cells and co-localized with VEGFR2. **a** Expression pattern of *sec14l3* examined by WISH. Trunk vascular expression of *sec14l3* is shown at 24 hpf and the vertical line denotes the equivalent position of transverse sections in embryos at 19 hpf and 25 hpf. High-resolution views of the boxed regions are shown at right panels. Adjacent tissues are denoted. NT, neural tube; NC, notochord; DA, dorsal aorta; PCV, posterior cardinal vein; VC, vascular cord. Scale bars, 100 μm. **b** The absence of *sec14l3* expression in the trunk vascular system of *etsrp* mutant embryos at 26 hpf. High-resolution views of the boxed regions are shown at right panels. Scale bars, 100 μm. **c** Quantitative RT-PCR of *sec14l3* mRNA in both GFP^+^ cells and GFP^-^ cells from *Tg(fli1a:EGFP)*^*y1*^ transgenic embryos at 24 hpf. *sec14l3* is highly enriched in GFP^+^ cells (blue bars) relative to negative cells (red bars), using β-actin as the internal control. *kdrl/vegfr2* mRNA serves as a positive control for vascular endothelial cells. A two-tailed *t*-test was used for statistical analysis. *p < 0.05, the exact p-values in each figure are shown in the Source data file. **d** SEC14L2 is co-localized with VEGFR2 in HUVECs. Red and green represent anti-VEGFR2 antibody and anti-SEC14L2 antibody staining signal respectively; blue symbolizes DAPI stained nucleus. Regions in the boxes are enlarged in the right corner. Scale bars, 20 μm in the original pictures and 5 μm in the enlarged panels

To know whether the enrichment of *sec14l3* in endothelial cells is conserved in mammals, we analyzed human *SEC14L2*/*SEC14L3* expression in human umbilical vein endothelial cells (HUVECs). RT-PCR results showed that *SEC14L2* transcripts exist while *SEC14L3* does not (Supplementary Fig. 1a). Importantly, immunostaining data demonstrated that SEC14L2 protein locates throughout the cells, and presents as vesicles in the cytosol. Given the fact that intracellular VEGFR2 mainly distributes to endosomes and Golgi^12,32^, we co-stained our protein with VEGFR2 and it showed that about 28% of SEC14L2 is co-localized with VEGFR2 in the endocytic pool in HUVECs (Fig. 1d). Taken together, these data suggest a possible implication of zebrafish *sec14l3/*human *SEC14L2* in vascular development.

### Sec14l3/SEC14L2 are required for vascular formation

To investigate whether Sec14l3 is required for vasculature development during zebrafish embryogenesis, two antisense morpholino oligonucleotides (MO), sec14l3-tMO2 and sec14l3-sMO, were designed to knock down *sec14l3* expression in vivo. sec14l3-tMO2 targets the 5′ untranslated region of *sec14l3* mRNA to block its translation, while sec14l3-sMO targets the 2nd exon-intron junction to interrupt normal splicing of the primary transcript. Their effectiveness was confirmed by previous report^30^ and RT-PCR analysis (Supplementary Fig. 1b). Compared to control embryos injected with standard MO (std-MO), 5 ng sec14l3-tMO2 injection showed no obvious difference in morphology, with normal convergent and extension movements at gastrulation stages (Supplementary Fig. 1c). When analyzing vascular development, we found that knockdown of *sec14l3* in *Tg(kdrl:GFP)*^*s843Tg*^ embryos resulted in arterial-venous segregation and luminal expansion defects with compromised ISVs formation (Fig. 2a and Supplementary Fig. 2a). However, when sec14l3-tMO2 was injected in a *p53* mutant background, ISVs sprouting defect was largely restored at 48 hpf (Fig. 2a and Supplementary Fig. 2b), which presumably relieves the general off-target effect of morpholinos^33^. Therefore, we conclude that *sec14l3* specifically regulates DA and PCV formation during vasculogenesis.

**Fig. 2:**
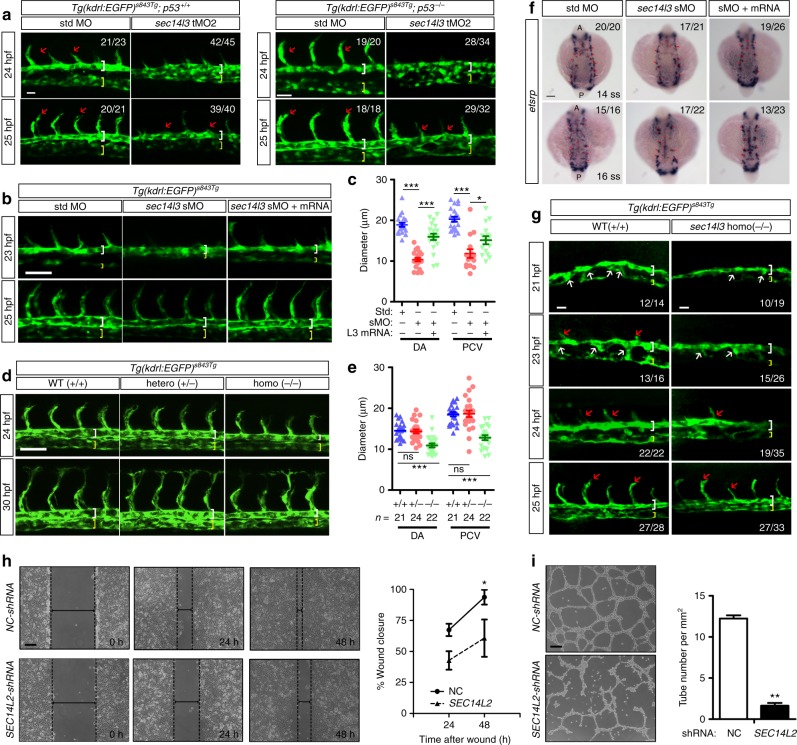
*sec14l3/SEC14L2* are required for vascular formation in vivo and in vitro. **a** sec14l3-tMO injection impairs arterial-venous segregation and luminal formation in zebrafish. Embryos of *Tg(kdrl:EGFP)*^*s843Tg*^*;p53*^*+/+*^ (left panel) or *Tg(kdrl:EGFP)*^*s843Tg*^*;p53*^*−/−*^ fish (right panel) were used. White and yellow brackets indicate DA and PCV respectively; red arrows indicate ISVs sprouting. The ratio in the right corner indicates the number of embryos with observed pattern/the total number of observed embryos. **b** sec14l3-sMO mediated knockdown of *sec14l3* causes trunk vascular defects. 0.5 ng sec14l3-sMO and 150 pg *sec14l3* mRNA were co-injected for rescue experiment. **c** Statistical analyses of DA and PCV diameters at 25 hpf in **b** (*n* = 20 embryos). **d** Vasculature defects in *sec14l3* mutant embryos. Heterozygous mutants were intercrossed and embryos were harvested for vasculature observation and genotyping analysis individually. **e** Statistical analyses of DA and PCV diameters at 30 hpf in **d**. The total number of embryos in each genotype is indicated. **f** sec14l3-sMO injection causes angioblast migration defects. 0.5 ng sec14l3-sMO and 100 pg *sec14l3* mRNA were co-injected for rescue experiment. WISH using *etsrp* probe marks the medial (arrowhead) and lateral (arrow) progenitor populations simultaneously. **g** Ventral sprouting defects in *sec14l3* mutant embryos. **h** *SEC14L2* knockdown inhibits the in vitro wound closure process. HUVECs infected with control or *SEC14L2* shRNA were used for wound closure observation. The ratio of recovered wound width at a specific time point post-wounding to the initial wounding width was calculated. Dashed lines indicate wound edges. Statistical data are shown (*n* = 3). **i** *SEC14L2* knockdown inhibits in vitro tube formation. HUVECs were infected with shRNA-packed lentivirus and the complete tube number was scored per field at 24 h after plating. The statistical data are shown on the right (*n* = 3 independent experiments, 60 fields total). All statistical data are shown as mean ± SEM. One-way ANOVA tests were used for statistical analyses in **c**, **e** and *t*-tests were used for **h**–**i**. *p < 0.05; **p < 0.01; ***p < 0.01; ns, not significant. Scale bars, 25 μm for **a**, 50 μm for **b**, **d**, **g**, and **h**–**i**, 100 μm for **f**. Source data are provided as a Source Data file

To figure out *sec14l3* functions in a maternal- or zygotic-dependent manner, we turned to use the splicing blocker sec14l3-sMO. Consistent with sec14l3-tMO2, sec14l3-sMO injection similarly inhibited the arterial-venous segregation at 23 hpf and luminal expansion at 25 hpf (Fig. 2b, c), suggesting that the vascular defects mainly arise from the loss of zygotic *sec14l3*. More importantly, the DA and PCV defects in *sec14l3* morphants were restored by *sec14l3* mRNA overexpression (Fig. 2b, c), indicative of specific effects.

To substantiate the knockdown effect, we also generated a *sec14l3* mutant based on clustered regularly interspaced short palindromic repeats (CRISPR)/Cas9 technology, using a guide RNA targeting the 5th exon of *sec14l3* gene in *Tg(kdrl:GFP)*^*s843Tg*^ transgenic line (Supplementary Fig. 3a). The isolated mutant allele contains a 10-bp deletion near the target site, causing a premature stop codon and presumably a truncated protein only owning CRAL-TRIO domain (Supplementary Fig. 3a). Although there is no obvious difference between mutant and wild-type embryos in morphology (Supplementary Fig. 3b), *sec14l3* transcripts are almost abolished in homozygous mutants (Supplementary Fig. 3c). Compared with wild-type and heterozygous, homozygous embryos exhibit arterial-venous segregation and luminal expansion defects with nearly normal ISVs formation, distinct from impaired ISV length in *sec14l3* morphants (Fig. 2d, e, and Supplementary Fig. 4). This is partially due to a non-specific effect of tMOs, as after injection of sec14l3-tMO2 in homozygotes, it could not cause further DA and PCV defects, but with further reduction of ISV length (Supplementary Fig. 4). Therefore, we conclude that *sec14l3* is required for zebrafish DA and PCV formation.

Since it is reported that two distinct mechanisms could account for the DA and PCV formation in zebrafish^34,35^, we wonder what happens in our mutants. Using *fli* and *etsrp* as probes, the WISH result showed that in *sec14l3* deficient embryos, the specification of angioblast is not affected at 8-somite stages (Supplementary Fig. 5), while its migration is significantly reduced at 14–16 somite stages, which could be rescued by the injection of *sec14l3* mRNA (Fig. 2f). Meanwhile, with high-resolution imaging in *Tg(kdrl:GFP)*^*s843Tg*^ embryos, we found that the sprouting of venous progenitors from the vascular cord is also decreased from 21 to 23 hpf in *sec14l3* deficient embryos (Fig. 2g and Supplementary Fig. 6). Therefore, we’d like to conclude that *sec14l3* play important roles in zebrafish DA and PCV blood vessels formation via regulating angioblast migration.

Since *SEC14L2* is expressed in HUVECs (Fig. 1d and Supplementary Fig.1a), we assessed its function by in vitro wound closure assay in HUVECs. Compared with NC-shRNA infected control, the wound gap in *SEC14L2* shRNA cells was closed much slower (Fig. 2h), suggesting a requirement of *SEC14L2* for endothelial cell migration. The in vitro tube formation assay in HUVECs^36^ revealed that knockdown of *SEC14L2* obviously inhibited the formation of capillary-like tubes (Fig. 2i), indicating a facilitating effect of *SEC14L2* on the tube formation of endothelial cells. Therefore, *SEC14L2* may mainly promote mammalian endothelial cell migration to maintain vasculature formation.

### Sec14l3/SEC14L2 promote VEGF-induced VEGFR2 activation

VEGFR2 signaling plays vital roles during zebrafish vasculature, which could be motivated both by VEGF ligands and blood flow-induced fluid shear stress (FSS)^10,37^. Given that SEC14L2 co-localizes with VEGFR2 in HUVECs (Fig. 1d), we hypothesized that SEC14L2 regulates VEGFR2 signaling. Since Sec14l3 exerts its function on angioblast migration during vasculogenesis before the onset of blood flow in vivo (Fig. 2f, g and Supplementary Fig. 6), we focused on the VEGF- but not FSS-induced VEGFR2 signaling transduction in vitro, and further investigated *SEC14L2* knockdown effect in HUVECs on the downstream effectors of VEGF signaling to mimic the endogenous regulation. As shown in Fig. 3a, the addition of VEGFa led to a rapid upregulation of p-ERK-1/2 (Thr202/Tyr204) and p-AKT (Ser473) in NC-shRNA transfected control cells. Strikingly, both of these responses to VEGFa stimulation were markedly reduced in *SEC14L2* shRNA transfected cells (Fig. 3a–c). Additionally, in human umbilical arterial endothelial cells (HUAECs) with *SEC14L2* knockdown, the p-AKT level was also inhibited significantly, whereas the p-ERK level was not changed a lot (Supplementary Fig. 7). In line with the compromised VEGF signaling in HUVECs, depletion of *sec14l3* also caused a reduction of p-Erk and p-Akt in zebrafish embryos (Fig. 3d, e). These results indicate that Sec14l3/SEC14L2 positively regulate VEGF signaling pathway.

**Fig. 3:**
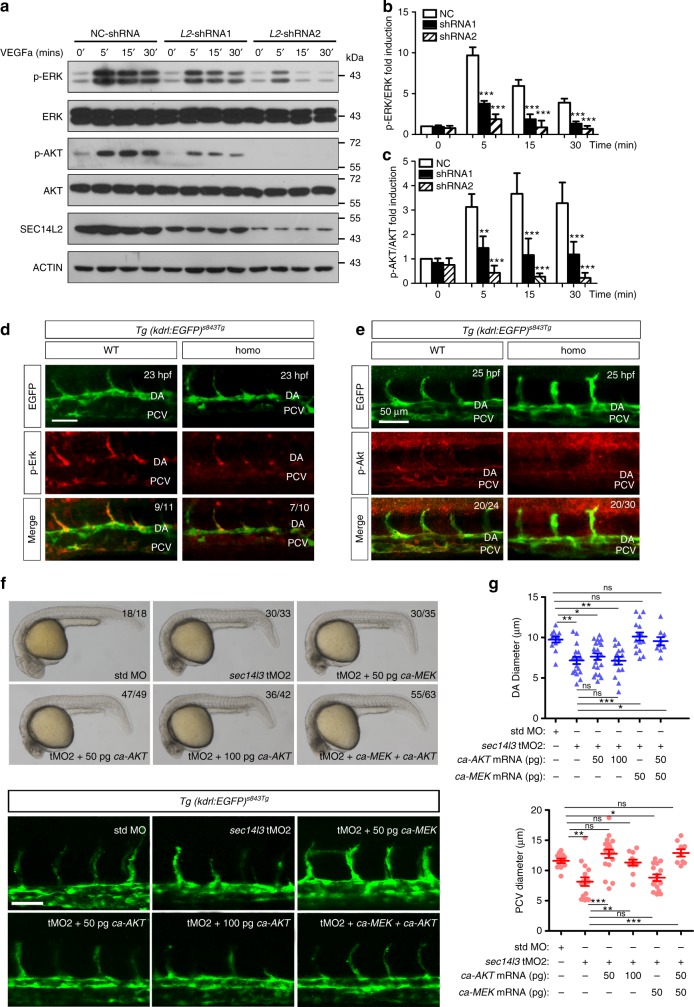
*SEC14L2/sec14l3* knockdown attenuates VEGF signaling. **a** *SEC14L2* knockdown counteracts VEGFa-motivated p-ERK and p-AKT levels in HUVECs. HUVECs were infected with NC or *SEC14L2* shRNA for 48 h. After VEGFa stimulation for 5, 15 or 30 min, cell lysates were harvested and immunoblotted with indicated antibodies. **b**, **c** Statistical results of relative p-ERK (**b**) and p-AKT (**c**) levels in **a**. The grey intensity of each band was measured for calculating the ratio of p-ERK to ERK (**b**) and p-AKT to AKT (**c**). Data are then normalized to control group with 0’ stimulation and represented as mean ± SEM from three independent experiments. **d**–**e** Depletion of *sec14l3* decreases p-Erk (**d**) and p-Akt (**e**) levels in zebrafish embryos. Embryos from intercrossing *sec14l3* heterzygous in *Tg(kdrl: GFP)*^*s843Tg*^ transgenic background were harvested at 23 hpf for p-Erk antibody immunostaining (**d**) or at 25 hpf for p-Akt antibody staining (**e**). DA, dorsal aorta. The ratio in the right corner indicates the number of embryos with reduced staining/the number of observed embryos. Scale bars, 50 μm. **f** The defective DA/PCV lumen formation in *sec14l3* morphants can be partially rescued by *ca-MEK* or *ca-AKT* mRNA injection. Five nanograms std-MO or sec14l3-tMO2 in combination with 50 or 100 pg *ca-MEK* or *ca-AKT* mRNA was injected into one-cell stage embryos. Their morphology (the upper panel) or vasculature defects (the bottom panel) at 25 hpf are separately shown. The ratio in the right corner indicates the number of embryos with indicated morphology/the number of observed embryos. Scale bars, 50 μm. **g** Statistic results of the DA (upper panel) or PCV (bottom panel) luminal diameters of each group at 30 hpf. Twenty embryos of each group from one representative experiment were calculated and shown here. To quantify the DA and PCV luminal diameter for an embryo, five different vessel regions of the same fish were measured to calculate the mean value, which was used to represent its vessel diameter of this fish. Three independent experiments were carried out. *p < 0.05; **p < 0.01; ***p < 0.001; ns, not significant. ANOVA tests were used for statistical analyses. Source data are provided as a Source Data file

Next, we tried to rescue the vasculogenic defects (i.e., narrow DA and PCV) in *sec14l3* morphants by injecting *ca-MEK* and/or *ca-AKT* mRNAs encoding the constitutively active (ca) forms of human MEK and AKT respectively^38,39^. To our surprise, 50 pg *ca-MEK* mRNA injection alone only restored the DA formation in *sec14l3* morphants, while 50 pg *ca-AKT* mRNA only rescued PCV. When the two mRNA species were co-injected, both DA and PCV of morphants were largely restored (Fig. 3f, g). These data provide strong evidence that *sec14l3* acts through VEGF signaling to regulate vascular formation.

### SEC14L2 promotes VEGFR2 phosphorylation at Y^1175^ site

Upon VEGFa stimulation, VEGFR2 molecules on the plasma membrane undergo dimerization and phosphorylation at several key tyrosine residues including the Y^1054/1059^ and Y^1175^ sites, which are essential for VEGF signaling to activate its downstream PLCγ/ERK and PI3K/AKT pathways^40^. The finding that *SEC14L2* knockdown reduces ERK and AKT activation (Fig. 3a–e, and Supplementary Fig. 7) prompted us to examine phosphorylation levels of VEGFR2 at both Y^1054/1059^ and Y^1175^ sites. Results showed that *SEC14L2* knockdown had no significant effect on VEGFR2 Y^1054/1059^ phosphorylation (Fig. 4a, b). In contrast, Y^1175^ phosphorylation level showed a pronounced reduction in *SEC14L2* shRNA cells (Fig. 4a, c), which is consistent with the reduction of activated ERK and AKT by *SEC14L2* knockdown (Fig. 3a–c). To confirm functional conservation between zebrafish Sec14l3 and human SEC14L2 in VEGF signal transduction, a Flag-tagged full-length form of zebrafish Sec14l3 was transfected into *SEC14L2* knockdown stable HEK293T cells with VEGFR2 overexpression. As a result, *sec14l3* overexpression not only restored but even enhanced VEGFR2-Y^1175^ phosphorylation following VEGFa stimulation (Fig. 4d, e). To test whether this regulation is specific, cytoplasmic regions of three different VEGF receptors, VEGFR1-cyto, VEGFR2-cyto, and VEGFR3-cyto, were overexpressed with Sec14l3 for co-IP experiments respectively in HEK293T cells. Results showed that only VEGFR2-cyto could strongly interact with Sec14l3 (Fig. 5a), indicating that Sec14l3 somehow specifically regulates VEGFR2, but not VEGFR1 or VEGFR3 signaling. Taken together, these data indicate that zebrafish Sec14l3 is the counterpart of human SEC14L2 and both of them enhance VEGF signaling via regulating VEGFR2-Y^1175^ phosphorylation specifically.

**Fig. 4:**
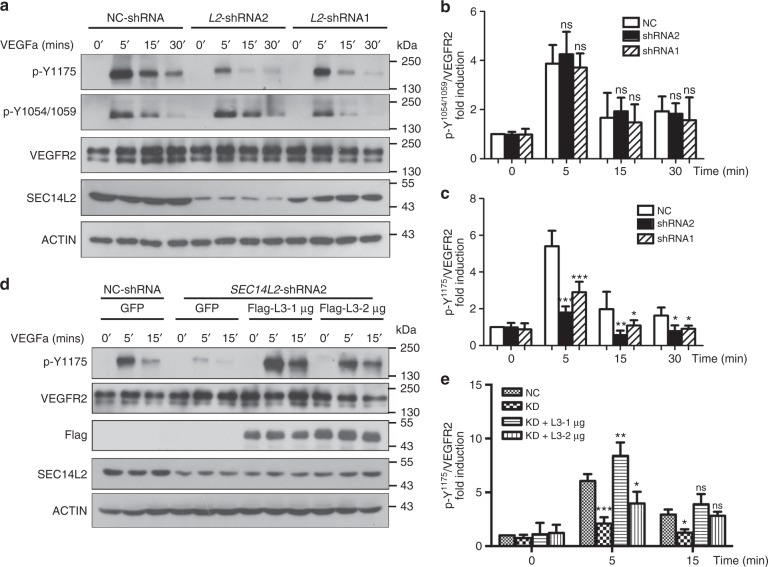
*SEC14L2* knockdown decreased VEGFR2 phosphorylation at Y^1175^ site. **a** Western blot analysis of cell lysates from NC or *SEC14L2* shRNA infected HUVECs. Cells were infected and starved overnight, followed by 100 ng ml^-1^ VEGFa stimulation for 5, 15 or 30 min, respectively. VEGFR2 (p-Y^1175^), VEGFR2 (p-Y^1054/1059^), and total VEGFR2 levels were examined by immunoblotting using respective antibodies. **b**, **c** Statistical results of p-VEGFR2-Y^1054/1059^ (**b**) and p-VEGFR2-Y^1175^ (**c**) levels in **a** relative to total VEGFR2. Data are normalized to control group without stimulation and shown as mean ± SEM from three independent experiments. *p < 0.05; **p < 0.01; ***p < 0.001; ns, not significant. **d**, **e** Overexpression of zebrafish *sec14l3* in HEK293T cells restores the level of p-VEGFR2-Y^1175^ inhibited by *SEC14L2* knockdown. One or two micrograms sec14l3 plasmid was transfected into *SEC14L2* knockdown stable HEK293T cells with VEGFR2 overexpression. Following starvation overnight, 100 ng ml^-1^ VEGFa was added and stimulation continues for 0, 5 or 15 min. Quantification data of the relative p-VEGFR2-Y^1175^ level from three repeated experiments are normalized to control group with 0’ stimulation and shown on the right (**e**). *p < 0.05; **p < 0.01; ***p < 0.001; ns, not significant. The loading volume of **a**, **d** was adjusted for the same amount of total VEGFR2 level in each lane. Two-way ANOVA tests were used for statistical analyses in **b**, **c**, and **e**. Source data are provided as a Source Data file

**Fig. 5:**
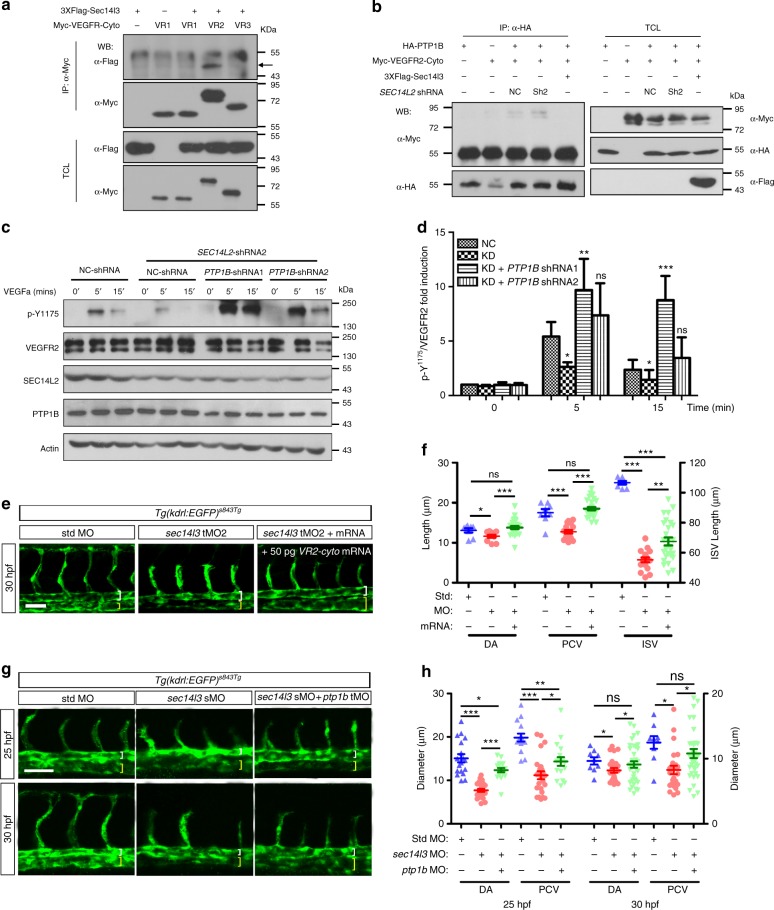
Enhanced VEGFR2-Y^1175^ phosphorylation restores *SEC14L2/sec14l3* depletion effects. **a** Sec14l3 specifically interacts with the cytoplasmic region of VEGFR2 in HEK293T cells. The cytoplasmic region of VEGFR1, VEGFR2 or VEGFR3 was individually transfected with Flag-tagged Sec14l3 into HEK293T cells for immunoprecipitation (IP) and immunoblotting. TCL, total cell lysate. **b** SEC14L2/Sec14l3 could alleviate the interaction between PTP1B and the VEGFR2-cyto in HEK293T cells. HA-tagged PTP1B and Myc-tagged VEGFR2-cyto were co-transfected into HEK293T cells with Flag-tagged Sec14l3 or *SEC14L2* shRNA. After 72 hpf, cells were harvested and lysed for immunoprecipitation assay using an HA antibody. WB, western blot. **c**, **d** *PTP1B* knockdown rescues p-VEGFR2-Y^1175^ level inhibited by *SEC14L2* knockdown in HEK293T cells. *PTP1B* shRNA1 or shRNA2 was transfected into *SEC14L2* shRNA stable HEK293T cells with VEGFR2 overexpression. p-VEGFR2-Y^1175^ levels were checked after 100 ng ml^−1^ VEGFa stimulation for 0, 5 or 15 min. The loading volume was adjusted for the same amount of total VEGFR2 level in each lane. Quantification data of the relative p-VEGFR2-Y^1175^ level from three independent experiments are shown in **d** (*n* = 3). **e** The cytoplasmic region of *VEGFR2* mRNA rescues luminal defects in *sec14l3* morphants. Five nanograms std-MO or sec14l3-tMO2 in combination with 50 pg *VEGFR2-cyto* mRNA was injected into one-cell stage embryos from *Tg(kdrl: GFP)*^*s843Tg*^ transgenic fish, and harvested at 30 hpf for the measurement of luminal diameters /ISV length. **f** Statistical result of the luminal diameters of DA, PCV, and ISV in **e**. 20 embryos of each group from one representative experiment were calculated and shown here. Three independent experiments were carried out. **g**, **h** *ptp1b* knockdown partially restores the lumen size of DA/PCV in zebrafish *sec14l3* morphants. *Tg(kdrl:GFP)*^*s843Tg*^ transgenic embryos were injected with 0.5 ng std-MO or sec14l3-sMO in combination with 5 ng ptp1b-tMO and harvested at 25 and 30 hpf for the measurement of luminal diameters. Twenty embryos of each group were calculated, and statistical data from three independent experiments are shown in **h**. *p < 0.05; **p < 0.01; ***p < 0.001; ns, not significant. ANOVA tests were used for statistical analyses in **d**, **f**,and **h**. Scale bars, 50 μm. Source data are provided as a Source Data file

Previous studies have demonstrated that decreased phosphorylation of VEGFR2-Y^1175^ may be caused by prolonged exposure of the activated VEGFR2 to some tyrosine phosphatases beneath or on the plasma membrane. PTP1B has been reported and identified as such a specific phosphatase^21,22,41,42^. To prove this notion, we compared the interaction between PTP1B and VEGFR2-cyto with or without SEC14L2 in HEK293T cells. The co-IP result showed that SEC14L2/Sec14l3 could indeed prevent VEGFR2 from interacting with PTP1B (Fig. 5b). Then, we wondered whether knockdown of *PTP1B* could reverse the effect of *SEC14L2* depletion on VEGFR2-Y^1175^ phosphorylation. Strikingly, co-knockdown of *PTP1B* and *SEC14L2* in HEK293T cells resulted in much higher phosphorylation levels of VEGFR2-Y^1175^ compared to *SEC14L2* knockdown alone (Fig. 5c, d).

Consistent with these in vitro results, overexpression of *VEGFR2-cyto* mRNA or co-knockdown of *ptp1b* in *sec14l3* morphants led to a relatively normal lumen size of DA and PCV at 25 and 30 hpf (Fig. 5e–h), while overexpression of *VEGFR2-cyto* mRNA or knockdown of *ptp1b* alone had no obvious effect on the DA and PCV formation (Supplementary Figs. 8, 9). Taken together, these in vitro and in vivo observations imply that SEC14L2/Sec14l3 may somehow protect VEGFR2-Y^1175^ phosphorylation from its specific phosphatase PTP1B and then stimulate VEGF signaling.

### VEGFR2 trafficking is suppressed after *SEC14L2* depletion

Based on the above results, in particular, the vesicle-like co-localization of SEC14L2 and VEGFR2 in HUVECs (Fig. 1d), we hypothesize that Sec14l3/SEC14L2 may contribute to intracellular trafficking of VEGFR2. To address this issue, we performed surface biotinylation assay to detect internalization and recycling of overexpressed VEGFR2 in HEK293T cells (Supplementary Fig. 10). We found that, before induction of internalization, the biotin-labeled VEGFR2 protein level on the cell surface in *SEC14L2* shRNA transfected HEK293T cells was comparable to that in control cells (Fig. 6a, the first lane and fifth lane); following induction of internalization, intracellular biotin-labeled VEGFR2 proteins gradually increased in the control cells, but this increase was much slower in *SEC14L2* shRNA cells (Fig. 6a). Thus, SEC14L2 is a potential regulator of VEGFR2 trafficking.

**Fig. 6:**
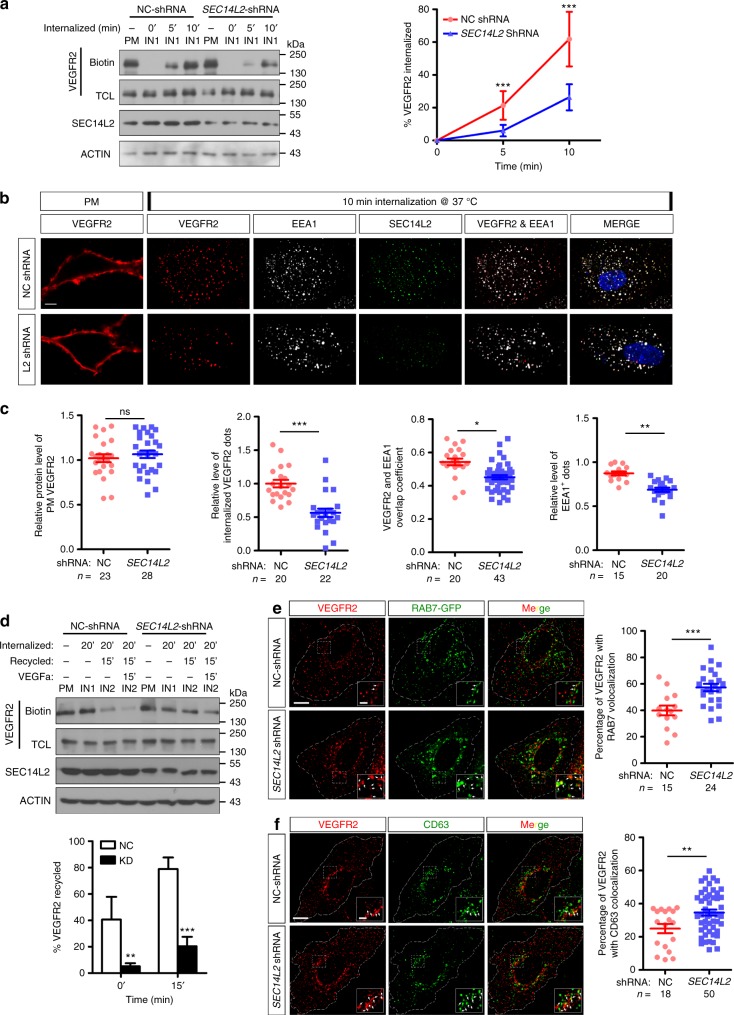
*SEC14L2* knockdown disturbs VEGFR2 internalization and recycling processes. **a** Western blotting results show impairment of biotinylated VEGFR2 internalization in *SEC14L2* knockdown cells. VEGFR2-overexpressing HEK293T cells were transfected with NC or *SEC14L2* shRNA for internalization assay described as supplementary Fig. 10. Quantified internalized VEGFR2 levels are shown on the right as mean ± SD from three independent experiments (*n* = 3). Red and blue lines represent control and *SEC14L2* shRNA transfected group, respectively. TCL, total cell lysate. ***p < 0.001. **b**, **c** Analysis of VEGFR2 internalization based on immunostaining assay in HUVECs. HUVEC cells infected with NC or *SEC14L2* shRNA were cultured for internalization assay and then cells were fixed for immunostaining with anti-EEA1 (white) and anti-SEC14L2 (green) antibodies. Quantification data of plasma membrane VEGFR2 (red) before internalization, internalized VEGFR2 after internalization, overlapping coefficient between internalized VEGFR2 and EEA1 (n = 40 cells) as well as EEA1 positive dots are shown individually in **c**. *p < 0.05; **p < 0.01; ***p < 0.001; ns, not significant. **d** Western blot analysis of VEGFR2 recycling over a 35 min time course. VEGFR2-overexpressing HEK293T cells were transfected with NC- or *SEC14L2* shRNA for 48 h and used for recycling assay as detailed in Supplementary Fig. 10. The recycling rate of VEGFR2 was measured with or without 100 ng ml^−1^ VEGFa stimulation. Quantification data are shown as mean ± SD from three independent experiments on the right (*n* = 3). **p < 0.01; ***p < 0.001. **e**, **f** *SEC14L2* knockdown promotes VEGFR2 localization in RAB7^+^ (**e**) or CD63^+^ (**f**) compartments. HUVEC cells infected with NC or *SEC14L2* shRNA were transfected with RAB7-EGFP (**e**) or harvested directly (**f**) for anti-VEGFR2 (red) and EGFP/CD63 (green) staining. Regions in the boxes are enlarged in the right corner. Scale bars, 10 μm. The percentage of VEGFR2 co-localized with RAB7/CD63 is shown individually in the right, *n* indicates observed cell number. **p < 0.01; ***p < 0.001. Two-way ANOVA tests were used for **a**, **d** and *t*-tests for **c**, **e**, and **f**. Source data are provided as a Source Data file

Next, the transport of VEGFR2-containing endosomes in HUVECs was examined by immunostaining assay. Before induction of internalization, endogenous VEGFR2 proteins on the cell surface were labeled similarly in control and *SEC14L2* shRNA transfected cells (Fig. 6b, the first panel). After internalization induction at 37 ^°^C for 10 min, the VEGFR2-containing endosomes in *SEC14L2* knockdown HUVECs were significantly decreased compared to the control cells (Fig. 6b, c). Additionally, co-localization analysis between internalized VEGFR2 and the early endosomal marker EEA1 showed that *SEC14L2* shRNA cells contained far fewer VEGFR2/EEA1 double positive endosomes than control cells (Fig. 6b, c), suggesting a requirement of SEC14L2 for VEGFR2 internalization into early endosomes.

It has been reported that in resting endothelial cells, VEGFR2 displays both the cell surface distribution and internal vesicular pool storage, which can be redistributed to the cell periphery upon VEGF stimulation^12^. To investigate whether SEC14L2 participates in this process, we performed surface biotinylation assay over a 35-min time course (20 min internalization at 22 °C followed by 15 min recycling at 37 ^°^C). In NC-shRNA control cells, about 40% of internalized VEGFR2 could be recycled back to the plasma membrane and this recycling rate was enhanced to approximately 80% in the present of VEGFa stimulation (Fig. 6d), which is similar to the previous report^12,22^. However, knocking down *SEC14L2* drastically decreased the VEGFR2 recycling rate to about 8 and 20%, respectively, with or without VEGFa stimulation (Fig. 6d). Therefore, we conclude that SEC14L2 may promote VEGFR2 intracellular mobilization at least in two ways, internalization from and recycling back to the cell surface.

Furthermore, we tried to figure out the final destination of VEGFR2 after knocking down *SEC14L2* in HUVECs. Western blotting results showed that the total VEGFR2 protein level is not significantly affected when SEC14L2 is depleted, exclusive of its possible role in VEGFR2 degradation (Supplementary Fig. 11). When co-staining VEGFR2 with late endosome markers, RAB7 or CD63, we found that SEC14L2 knockdown led to more VEGFR2 accumulation in these compartments (Fig. 6e, f). Taken these results together, we would like to prospect that more VEGFR2 is stored in late endosomes but not delivered to the lysosome for degradation in SEC14L2 deficient cells, which is consistent with previous reports^12^.

### Sec14l3/SEC14L2 physically interact with VEGFR2 and RABs

We next set out to investigate how Sec14l3/SEC14L2 mediate VEGFR2 trafficking. Given that Sec14l3 interacts with VEGFR2-cyto specifically (Fig. 5a) and SEC14L2 co-localizes with VEGFR2 endogenously in vesicular compartments (Fig. 1d), we first demonstrated that endogenous SEC14L2 indeed interacts with endogenous VEGFR2 and this interaction could be strengthened upon VEGFa stimulation (Fig. 7a), indicating that SEC14L2 prefers binding to activated VEGFR2. To further prove this point, wild-type form (WT-VEGFR2) or kinase mutation form (KM-VEGFR2) of VEGFR2 was co-transfected with Flag-tagged zebrafish Sec14l3 in HEK293T cells for Co-IP experiments^43^. We found that Sec14l3 associates with WT-VEGFR2 much stronger than KM-VEGFR2 (Fig. 7b, c). Taking these data together, we conclude that Sec14l3 favors associating with activated VEGFR2. Additionally, domain mapping results revealed that the Sec14 domain of Sec14l3 was essential for its interaction with VEGFR2 (Fig. 7d, e).

**Fig. 7:**
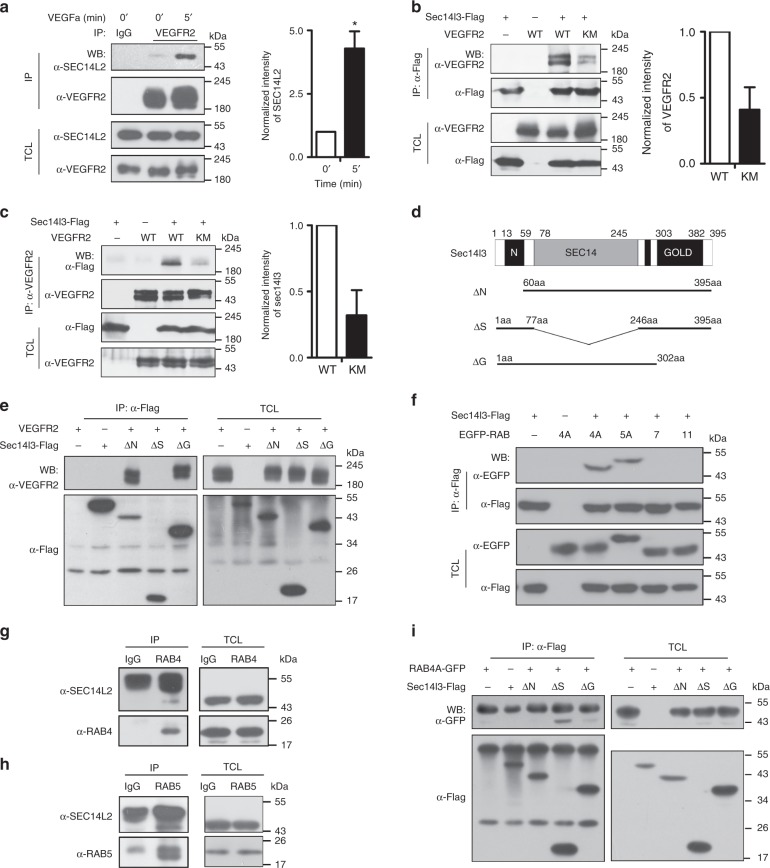
Sec14l3/SEC14L2 interact with VEGFR2 and RAB4A/5 A via complementary domains. **a** SEC14L2 interacts with VEGFR2 endogenously in HUVECs. HUVEC cells were starved and stimulated with 100 ng ml^−1^ VEGFa for 5 min before harvest for IP and immunoblotting. TCL, total cell lysate. IgG serves as a negative control. Quantification of the interaction from three independent experiments is shown on the right (*n* = 3). *p < 0.05. **b**, **c** Sec14l3 shows a much stronger association with WT-VEGFR2 than its kinase domain mutation form (KM-VEGFR2). Different forms of VEGFR2 were co-expressed with Flag-tagged Sec14l3 in HEK293T cells. WB, western blot. Quantification of the interaction is shown on the right (*n* = 3). *t*-tests were used for statistical analyses in **a**–**c**. **d** Schematic diagrams of Sec14l3 and its truncated mutants. Numbers above the diagram indicate the corresponding amino acid positions. ΔN indicates N-terminal CARL-TRIO domain deletion; ΔS, Sec14 domain deletion; ΔG, GOLD domain deletion. **e** Sec14l3 interacts with VEGFR2 via its Sec14 domain. HEK293T cells were transfected with different Sec14l3 domain deletion forms with VEGFR2 plasmid respectively and harvested for IP. **f** Sec14l3 specifically interacts with RAB4A and RAB5A. Different RAB plasmids were co-transfected with VEGFR2 into HEK293T cells respectively for co-IP assay. **g**, **h** SEC14L2 interacts with RAB4 (**g**) and RAB5 (**h**) endogenously in HUVECs. **i** Sec14l3 interacts with RAB4A via its CRAL-TRIO and GOLD2 domains. Source data are provided as a Source Data file

As a member of the receptor tyrosine kinases (RTKs) family, VEGFR2 is regulated by various Rab proteins at the intracellular trafficking level, which renders vesicle transport to particular destination somehow through recruiting their corresponding effectors^44^. Considering that Sec14l3/SEC14L2 act during VEGFR2 trafficking, we wondered whether Sec14l3 could associate with RAB family proteins. Four members of RAB proteins, representing distinct endocytosis routes^45–47^, were selected for co-IP experiments in HEK293T cells. Results revealed that only RAB4A and RAB5A could strongly interact with Sec14l3 (Fig. 7f), which coincides with the function of Sec14l3 in VEGFR2 internalization and recycling (Fig. 6). Furthermore, these interactions were confirmed by endogenous co-IP data in HUVECs (Fig. 7g, h). Domain mapping analyses disclosed that the N-terminal CRAL-TRIO domain and the C-terminal GOLD2 domain of Sec14l3 were required for interaction with RAB4A (Fig. 7d, i). Therefore, Sec14l3 may promote VEGFR2 endocytosis and recycling through its interaction with RAB5A and RAB4A.

### Sec14l3/SEC14L2 are required for RAB5A/4A activation

Like other GTPases, the RAB5A/4A cycle between an active (GTP-bound) and an inactive (GDP-bound) state, which is of critical importance to modulate vesicle trafficking processes^48,49^. We wonder whether Sec14l3/SEC14L2 are required for the activity of RAB5A/4A to regulate VEGFR2 trafficking. To this end, we first compared the association of Sec14l3 with RAB5A/4A-GDP and RAB5A/4A-GTP. Transfection and in vitro binding assays revealed that Sec14l3 preferred binding to the GDP-bound state of RAB5A/4A (Fig. 8a, b). To further investigate the function of Sec14l3/SEC14L2 in RAB5A/4A regulation, we performed immunoprecipitation assay using a specific anti-RAB5A/4A-GTP antibody or pull-down assay using purified GST-R5BD, which specifically binds to RAB5A-GTP^50^. Compared to the NC-shRNA control, knocking down *SEC14L2* caused more than 50% reduction of the RAB5A-GTP and RAB4A-GTP amount (Fig. 8c, d), which is consistent with the compromised VEGFR2 internalization and recycling processes (Fig. 6). Taken together, these results suggest that Sec14l3/SEC14L2 facilitate the formation of RAB5A/4A in their GTP-bound active states, and then probably accelerate the movement of VEGFR2 vesicles to early endosomes and recycling endosomes to enhance VEGF signaling (Fig. 8e).

**Fig. 8:**
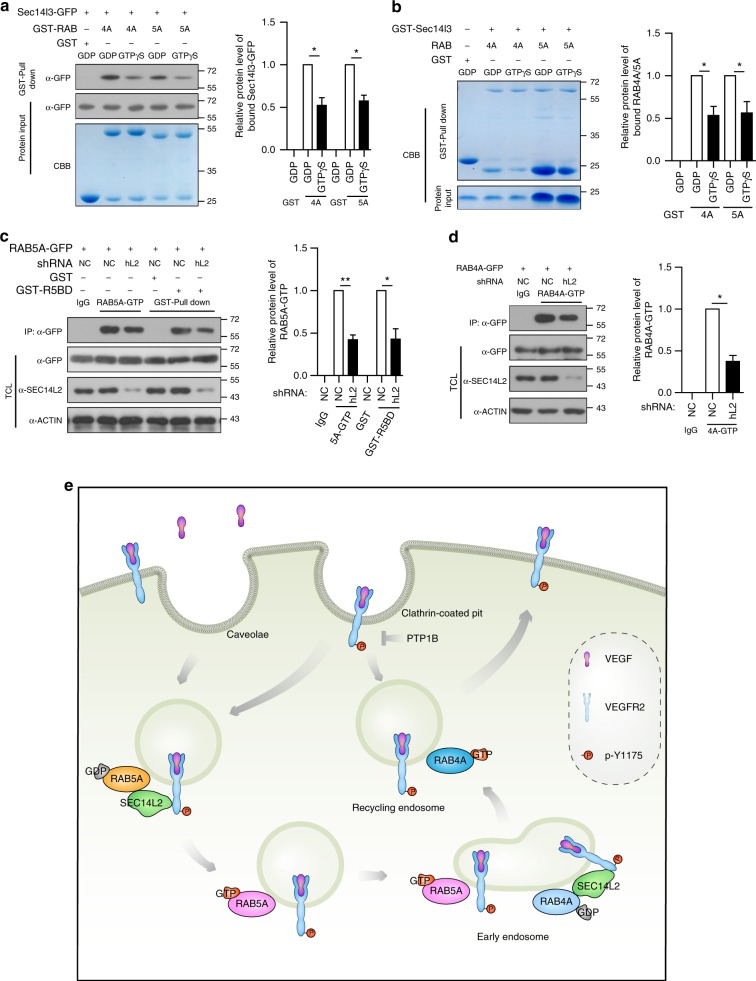
Sec14l3/SEC14L2 promote RAB5A/4A activation. **a** Sec14l3 interacts preferentially with GDP-bound state of RAB4A/5 A. HEK293T cells were transfected with Sec14l3-GFP and lysed for in vitro incubation with GTPγS/GDP loaded-RAB4A/5 A respectively. Quantification data of the relative protein levels of bound Sec14l3 are shown on the right (*n* = 3). *p < 0.05. **b** Recombinant Sec14l3 protein purified from *E. coli* binds preferentially to GDP-bound RAB4A/5 A in vitro. Recombinant GST-Sec14l3 protein purified from *E. coli* was loaded with GTPγS and immobilized for incubation with the same amount of GTPγS/GDP loaded-RAB4A/5A. Quantification data of the relative protein levels of bound RAB4A/5A are shown on the right (*n* = 3). *p < 0.05. **c** Knockdown of *SEC14L2* alleviates RAB5A-GTP levels in HEK293T cells. NC or *SEC14L2* shRNA transfected cell lysates were immunoprecipitated by an anti-RAB5A-GTP antibody or subjected to GST-R5BD pull down. Quantification of the relative protein level of RAB5A-GTP is shown on the right (*n* = 3). **p < 0.01, *p < 0.05. **d** Knockdown of *SEC14L2* alleviates RAB4A-GTP level in HEK293T cells. NC- or *SEC14L2* shRNA transfected HEK293T cell lysates were immunoprecipitated by anti-RAB4A-GTP antibody and quantification of the relative protein level of RAB4A-GTP is shown on the right (*n* = 3). *p < 0.05. *t*-tests were used for statistical analyses in **a**–**d**. **e** Proposed working model of Sec14l3/SEC14L2 for RAB5A/4A-mediated VEGFR2 trafficking. Upon ligand stimulation, VEGFR2 could be internalized and recycled through RAB5A and RAB4A mediated pathways. Sec14l3/SEC14L2 are beneficial for increasing RAB5A/4A in their GTP-bound forms to accelerate the movement of VEGFR2-containing vesicles to early endosomes and subsequently recycling endosomes, consequently preventing VEGFR2 from PTP1B-mediated dephosphorylation

## Discussion

Given the critical roles of endocytosis in VEGFR2 signaling, numerous relevant factors that have effects on receptor trafficking along endosomes have been identified, and most of them were demonstrated to participate in VEGFR2 internalization or degradation^16,22,23,41,51–54^. However, few factors were found to regulate a relatively complete VEGFR2 intracellular trafficking process, such as receptors internalization from and recycling back to the plasma membrane for enhancing signaling output. Here, we propose that the lipid binding proteins Sec14l3/SEC14L2 concurrently provoke VEGFR2 uptake from the plasma membrane and return from the endosomal pool to maximize signaling strength upon ligand stimulation. Mechanistically, Sec14l3/SEC14L2 conjugate activated VEGFR2 into RAB5-positive sorting endosomes and RAB4-positive fast recycling endosomes through their interaction to protect VEGFR2 from dephosphorylation by the peri-membrane tyrosine phosphatase PTP1B (Fig. 8e). Therefore, Sec14l3/SEC14L2 deficiency disturbs VEGFR2 internalization and recycling, leading to a prolonged exposure to PTP1B and subsequent compromises of PLCγ/ERK and PI3K/AKT activation, which consequently results in defective vasculature morphogenesis in zebrafish embryos in vivo and vascular tubulogenesis in vitro. The effective induction of VEGF signaling through overexpression of cytoplasmic region of *VEGFR2* mRNA or suppression of *ptp1b* expression or overexpression of constitutively active *MEK/AKT* partially restored the narrowed DA and PCV lumens in zebrafish *sec14l3* morphants. This study provides insight into the regulation of VEGFR2 endocytosis in vertebrate vascular system formation.

It was apparent that *sec14l3* inactivation specifically affected vasculogenesis, whereas the angiogenic process appeared to be nearly intact, although both processes heavily rely on VEGF signaling. The pattern of how *sec14l3* is spatiotemporally expressed may provide an explanation for this. Before the onset of the major axial vessels at 19 hpf, *sec14l3* is expressed in both arterial and venous progenitors. And thereafter, it is gradually restricted into the PCV compartment, not DA or ISVs. This particular time window is corresponding to vasculogenesis, but not angiogenesis context during vascular morphogenesis. We did notice a reduced p-Erk level in DA of *sec14l3* deficient embryos yet with the robust signal in selected endothelial cells, which might be enough for the tip cell selection and subsequent ISVs formation. This notion is compatible with ISV defects in *kdrl* and *plcγ1* mutant embryos, which are caused by a loss of pErk-positive sprouting ISV endothelial cells in dorsal aorta^55^.

Inhibition between PI3K/AKT and PLCγ/ERK signaling has been well documented^38,56^. Within the arterial-fated angioblast, VEGFR2 signaling induces PLCγ/ERK kinase cascade and subsequently stimulates expression of several genes in the Notch pathway to ensure the arterial cell fate. It has been reported that overexpression of constitutively active MEK or treatment with agonists of PLCγ/ERK signaling can rescue the DA formation in zebrafish embryos lacking *vegfa*^55,57–60^. On the other hand, in the venous-fated angioblast, PI3K/AKT signaling is activated to antagonize ERK activity, and overexpression of constitutively active Akt promotes the venous cell fate^38^. Therefore, it seems coincident with previous reports that overexpression of *ca-MEK* or *ca-AKT* could rescue the DA or PCV formation respectively in *sec14l3* mutant embryos bearing a relatively low level of VEGF signaling. Since both PLCγ/ERK and PI3K/AKT pathways are downstream branches of the VEGF receptor, how they are preferentially activated in different endothelial progenitor cells or at different developmental stages remain intriguing questions. Furthermore, how Sec14l3 exactly regulates these processes also need to be investigated in the future.

Upon VEGF ligands stimulation, VEGFR2 is engaged in dimerization to induce phosphorylation of several tyrosine residues in its cytoplasmic domain. Meanwhile, various phosphatases have been reported to remove tyrosine phosphorylation at distinct sites^21,61–63^. Given that PTP1B specifically dephosphorylates VEGFR2 at the Y^1175^ site, we merely examined the rescue effect of PTP1B depletion following *Sec14l3/SEC14L2* knockdown. However, we cannot exclude the possible involvements of other phosphatases, especially those transmembrane receptor-type PTPs, such as DEP1/CD148, VE-PTP and so on^62,63^. Knocking down these phosphatases respectively in *Sec14l3/SEC14L2* deficient embryos may provide more information.

Besides VEGF ligands, PECAM-1 mediated fluid shear stress signaling could also recruit VEGFR2 and then phosphorylate it at Y^1175^ site along with VE-Cadherin, thus regulating vascular remodeling, vascular homeostasis, cardiac development and atherogenesis^37^. In this study, we didn’t focus on this branch, largely due to our in vivo observations that *sec14l3* specifically exists and functions during zebrafish vasculogenesis before the onset of blood flow. Additionally, different from mammalian vascular development, it has been reported that changes in shear stress appear to be relatively unimportant in the initial stages of zebrafish angiogenesis because blood vessels can be successfully formed in the absence of heartbeat and blood flow until 14 days postfertilization^64^. Even so, we still cannot exclude that Sec14l3 could participate in regulating fluid shear stress-induced VEGFR2 activation during later stages of zebrafish angiogenesis. It will be interesting to explore this possibility in the future.

Previous studies have shown that VEGFR2 endocytosis proceeds in a clathrin-dependent internalization, followed by the cascade of RAB recruitments to deliver VEGFR2 to the plasma membrane for recycling, into late endosome for storage, or into lysosome for degradation^65^. In this work, we demonstrate that Sec14l3 could directly interact with RAB5A/4A and promote their GTP-bound states formation, and probably orchestrate VEGFR2 internalization and recycling back to the plasma membrane. After performing in vitro GEF assay based on mant-GTPγS fluorescence, we proposed that Sec14l3 could not act as a GEF to accelerate the GTP loading activity of RAB5 directly (Supplementary Fig. 12). Actually, whether Sec14l3 could regulate the GTP hydrolysis activity of RAB5A/4A also need to be determined by MESG-based single-turnover assay. In addition, whether the intrinsic GTPase activity of Sec14l3 is required for the activation of RAB5A/4A also awaits further investigation. Based on our data here, we would like to propose the following potential mechanisms of SEC14L2/Sec14l3 acting on RAB5A/4A activation. (1) Sec14l3 might serve as an adaptor to recruit a GEF protein for RAB5A/4A. Although we have not detected any interaction between Sec14l3 and several well-known GEF proteins of RAB5, such as Rabex5 and RABGEF1, we still cannot exclude this possibility, since there might be other unidentified GEFs for RAB5A/4A that could participate in this process. (2) Sec14l3 belongs to atypical class III PITPs, which are implicated in the traffic of phosphoinositides (PIs) between different membrane compartments^24^. Different PI species display distinct subcellular distributions where they play intriguing functions. For example, PI(3)*P*, PI(4)*P,* and PI(3,5)*P*_*2*_ are found predominantly within early, recycling and late endosomes, respectively^66^, which are essential for appropriate endosomal trafficking events. *Drosophila* PI 3-phosphatase MTMR13 promotes PI(3)*P* turnover at endosomes to activate Rab5 family member Rab21, PI(3)*P* levels in early endosome may drive RAB5-RAB7 conversion and so on^67,68^. Therefore, it deserves further exploration of whether Sec14l3 could also motivate specific phosphoinositides transportation along vesicles to regulate endosome dynamics, either in morphology or in effector recruitment.

## Methods

### Zebrafish strains and embryos manipulation

Tuebingen strain of zebrafish (*Danio rerio*) was used. Unless otherwise stated, *Tg(kdrl:GFP)*^*s843Tg*^ and *Tg(fli1a:EGFP)*^*y1*^ transgenic lines were used for easy observation of vasculature development. Ethical approval is acquired from Tsinghua University Animal Care and Use Committee for the fish maintenance and manipulations, according to the institutional animal care and use committee (IACUC) protocol (AP#13-MAM1). Embryos were raised and staged according to Kimmel et al.^69^. For injection, 1-cell stage embryos were harvested and injected with mRNAs or MOs in yolk for even distribution using the typical MPPI-2 quantitative injection equipment (Applied Scientific Instrumentation Co.). In this study, *sec14l3*, *ca-AKT*, and *ca-MEK* mRNA were synthesized using the mMESSAGE mMACHINE Kit (Ambion AM1344) and purified using the RNeasy Mini Kit (Qiagen). Morpholinos were ordered from Gene Tools, LLC. and prepared in stocks. sec14l3-tMO2, sec14l3-sMO, ptp1b-tMO, ptp1b-sMO and std-MO were synthesized by Gene Tools, LLC. The sequences of the used morpholinos are as follows: sec14l3-tMO2: 5′-ATGTCGCCACGAGTGCAGCAGAAAT-3′; sec14l3-sMO: 5′-ATGTTTCTCACCTCTCAGCCATCTG-3′; ptp1b-tMO: 5′-CGATTTCCCGAAACTCGGCTTCCAT-3′; ptp1b-sMO: 5′-GAAGCAGAATCAGTCTTTACCTGGT-3′ and std-MO: 5′-CCTCTTACCTCAGTTACAATTTATA-3′. Every single embryo was injected with 1 nl mRNA or MO solutions at indicated doses and raised to 19–30 hpf for observation. Embryos were harvested randomly for each experiment. For living imaging of vasculature development, chorion was removed from embryos by Pronase K (Sigma, 10 mg ml^−1^) and embryos were embedded in low melting agarose (Amresco 0815). Images were acquired using a Nikon A1RMPSi lasers scanning confocal microscope and processed by NIS-Element software for the measurement of diameters of vessels.

### Whole-mount in situ hybridization and immunofluorescence

Embryos at indicated stages were harvested and fixed by 4% paraformaldehyde for at least 12 h. After dehydration in methanol gradients, embryos could be stored at −20 degrees for future use. For WISH, at the 1st day, embryos were subjected for rehydration in 0.1% PBST buffer, pre-hybridization in HYB^−^ buffer and hybridization with the indicated probes overnight at 65degrees; At the 2nd day, embryos were washed by 50% formamide/ 2x SSCT, 2x SSCT, 0.2x SSCT buffer sequentially. After blocking, embryos were incubated with Digoxigenin-AP antibody (11093274910, Roche, 1:3000) overnight at 4 degrees; At the 3rd day, after several rounds of washing by MABT buffer and staining buffer, embryos were transferred into 48-well plate and the substrate BM-Purple (11442074001, Roche) was added for probe visualization. Digoxigenin-UTP^−^labeled *sec14l3* antisense RNA probe was transcribed from a linearized plasmid in vitro. Stained whole embryos were photographed directly or sectioned in the transverse direction first (Leica CM1900) and then imaged by the Ds-Ri1 CCD camera under a Nikon SMZ1500 stereoscope. For immunofluorescence, mouse anti-GFP (sc-9996, Santa Cruz, 1:100), rabbit anti-p-Erk (Thr202/Tyr204) (#9101, Cell Signaling Technology, 1:100), rabbit anti-p-Akt (Ser473) (#4060, Cell Signaling Technology, 1:100) antibodies were used and embryos were imaged under Nikon A1RMPSi lasers scanning confocal microscope.

### Cell culture and transfection

Plasmids used for cell transfection and their primers for construction are listed in Supplementary Table 1. HEK293T cells (Cell Resource Center, Peking Union Medical College) were cultured in DMEM (Life Technologies) supplemented with 10% FBS (Hyclone, Logan, UT) and 50 mg ml^−1^ penicillin/streptomycin (PS) (Invitrogen). HUVECs (ScienCell #8000) and HUAECs cells (ScienCell #8010) were cultured in endothelial cell medium (ScienCell #1001). Cell lines were checked for free of mycoplasma contamination by PCR and culture. Its species origin was confirmed with PCR. The identity of the cell line was authenticated with STR profiling (FBI, CODIS). The results for HEK293T cells can be viewed on the website (http://cellresource.cn). Transfections were performed using the polyethylenimine method for HEK293T cells. For endothelial cells, lentivirus infection method was used for knockdown experiments.

### In vitro tube formation and wound closure assay

For in vitro tube formation assay, NC-shRNA or SEC14L2-shRNA infected HUVEC cells were plated on 12-well plate (2 × 10^5^ cells per well) covered by Matrigel (BD 356230) and cultured for assessment of tube formation following seeding. The tube number was counted. For wound closure assay, HUVEC cells were seeded in 6-well plate and grown to confluent state. Then, a ‘scratch’ was created using the P200 pipet tip and the closure of the wound was monitored after 24 or 48 h to reflect the migration of endothelial cells.

### Internalization and recycling assay

To quantify internalization of VEGFR2, biotin based biochemical quantification and anti-VEGFR2 antibody-based immunofluorescence were adopted. The biotin based assay was performed essentially as described^12^. Generally, biotin in the culture medium can bind to proteins including VEGFR2 on the cell surface at 4 ^°^C, but the biotin-labeled proteins would not be internalized at this temperature. After free biotin molecules are washed away and incubation temperature shifts to 37 ^°^C, the biotin-labeled proteins on the cell surface start to move into the cytoplasm through internalization. The intracellular/internalized biotin-labeled proteins can be pulled down using streptavidin beads after removal of those retained on the cell surface with iodoacetamide treatment and specific protein associated with biotin can be detected using a specific antibody at different time points of internalization (Supplementary Fig. 10). Briefly, transfected cells were washed twice using cold PBS (pH 8.0) and surface proteins were covalently labeled using a membrane-impermeant biotinylation reagent NHS-SS-biotin (Pierce, Rockford, IL) at 4 °C for 30 min. After labeling, un-reacted biotin was washed away by chilled PBS and labeled cells were immediately incubated at 37 °C to allow internalization for 5 min or 10 min. After internalization, culture media was discarded and washed sequentially by 10% FBS twice, 1% BSA once and 20 mM iodoacetamide (IAA) once for 10 min to remove biotin-labeled proteins remaining on the plasma membrane. Then, cells were lysed for streptavidin beads pull-down assay. For VEGFR2 immunofluorescence assay, HUVECs infected with shRNA were cultured for 72 h and then washed twice by cold PBS, which was followed by incubation with the Alexa647-conjugated anti-VEGFR2 antibody (#359909 Biolegend, 1:200) for 30 min at 4 °C. After removing extra antibody, cells were placed in an incubator at 37 °C for internalization. At indicated time points, cells were washed with acid PBS (pH 2.5) for three times to remove un-internalized anti-VEGFR2 antibody on the cell surface. After wash, cells were fixed by 4% PF and subjected for immunofluorescence. Antibodies used here including SEC14L2 (TA503723, ORIGENE, 1:100), EEA1 (#3288, Cell Signaling Technology, 1:100), VEGFR2 (#2479, Cell Signaling Technology, 1:200) and CD63 (#CBL553, Millipore, 1:100).

To measure the recycling of VEGF2, transfected cells were washed and labeled at 4°C with biotin for 30 min. The labeled cells were incubated with pre-warmed culture medium for 20 min at 22°C to allow cell surface proteins to internalize into RAB4-positive vesicles. The biotin-labeled proteins retained on the cell surface were removed by sequential washes with 10% FBS twice, 1% BSA once and 20 mM iodoacetamide (IAA) once, each for 10 min at 4 °C. Then cells were incubated at 37 °C to allow recycling in the absence or presence of 100 ng ml^−1^ VEGFa for 15 min. After recycling, cells were placed on ice and subjected to wash with 10% FBS twice, 1% BSA once and 20 mM iodoacetamide (IAA) once, each for 10 min, to remove labeled proteins that are returned to the plasma membrane. Finally, cells were lysed by TNE buffer for streptavidin beads pull-down assay and samples were boiled with 2x loading buffer and prepared for western blotting.

### Co-immunoprecipitation and GST pull-down

Co-IP was carried out according to the previous paper^70^. Briefly, cells were lysed using TNE buffer (150 mM NaCl, 5 mM EDTA, 1% TritonX-100, 10 mM Tris-HCl [pH 7.4]) mixed with protease inhibitors. The cell lysate was centrifuged at 120000 × *g* to remove cell debris to acquire supernatant for subsequent SDS-PAGE or IP assay. For the co-IP assay, the following antibodies were used: anti-VEGFR2 (#2479, Cell Signaling Technology, 1:200), anti-RAB4 (ab109009, Abcam, 1:100), anti-RAB5 (ab18211, Abcam, 1:100), anti-Flag (F1804, Sigma, 1:1000 for western blot). For immunoblotting analysis, anti-p-VEGFR2-Y^1175^ (#2478, Cell Signaling Technology, 1:2000 for western blot), anti-p-VEGFR2-Y^1054/1059^ (ab5473, Abcam, 1:1000 for western blot), anti-GFP (sc-9996, Santa Cruz, 1:1000 for western blot), anti-SEC14L2 (TA503723, ORIGENE, 1:1000 for western blot) and anti-PTP1B (610139, BD Bioscience, 1:1000 for western blot). For GST pull-down assay, GST-Sec14l3 and GST-RAB5A/4A recombinant proteins were expressed in *E. coli*. After 16 h induction by 1 mM isopropyl β-D-1-Thiogalactopyranoside (IPTG, Takara 9030) at 16 °C, bacterial culture was centrifuged at 5000 × *g* and washed by 50 mM Tris-HCl (pH 7.4) twice and then sonicated in 50 mM Tris-HCl (pH 7.4) solution supplemented with 1 mM PMSF. Next, the supernatant was incubated with glutathione-Sepharose beads (GE Healthcare), washed by 50 mM Tris-HCl (pH 7.4), 50 mM Tris-HCl (pH 7.4) with 500 mM NaCl sequentially. After wash, about 1 ml PreScission Protease (GE Healthcare) was added into GST-RAB5A/4 A beads to cut the GST tag and the resulting RAB5A/4 A protein was eluted using 50 mM Tris-HCl (pH 7.4) solution. For GTPγS/GDP- RAB5A/4 A pull-down assay, RAB5A/4 A protein was incubated in 20 mM HEPES (pH 7.5), 100 mM NaCl, 10 mM EDTA, 5 mM MgCl_2_, 1 mM DTT, and 1 mM GTPγS/GDP (freshly made), for 90 min at room temperature to load GTPγS/GDP. Then GTPγS incubated GST-Sec14l3 beads were added into the solution for another 2 h incubation at 4 °C. Beads were finally washed and harvested for 2x loading buffer boiling and the samples were used for SDS-PAGE and Coomassie blue staining.

### Statistical analysis

Results were analyzed with GraphPad Prism 5.0 and are presented as mean ± SEM/SD as indicated, and comparisons were performed between two groups using a two-tailed Student’s *t*-test or ANOVA test when comparing more than two conditions. For all analyses, *p < 0.05; **p < 0.01; ***p < 0.001 were considered statistically significant; ns indicated statistical non-significance with *p* > 0.05. Each experiment was carried out at least three times independently. The sample size is pre-estimated to ensure statistical analysis and no sample was optionally excluded from analysis. No blinding was done in the analyses and quantifications.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Source Data

## Data Availability

The authors declare that all data supporting the findings of this study are available within the article and its supplementary information files or from the corresponding author upon reasonable request. RNA-Seq raw data have been deposited in the GEO database under accession code: GSE126617 and other raw images are available at figshare.com for: Fig. 1d, 10.6084/m9.figshare.7729319, Fig. 2b, 10.6084/m9.figshare.7729325, Fig. 2g, 10.6084/m9.figshare.7729331, Fig. 3d, 10.6084/m9.figshare.7729334, Fig. 3e, 10.6084/m9.figshare.7729337, Fig. 5e, 10.6084/m9.figshare.7729340. The source data underlying Figs. 2, 3, 4, 5, 6, 7 and Supplementary Fig. 4 are provided as a Source Data file.

# Supplementary material for: Sec14l3 potentiates VEGFR2 signaling to regulate zebrafish vasculogenesis
**Source:** Nat Commun. 2019 Apr 8;10:1606. doi: 10.1038/s41467-019-09604-0
**Supplement:** Supplementary file 1 — Supplementary Information

**Sec14l3 potentiates VEGFR2 signaling to regulate zebrafish vasculogenesis**

**Gong et al.**

## Supplementary Figure 1, related to Figure 1 and Figure 2

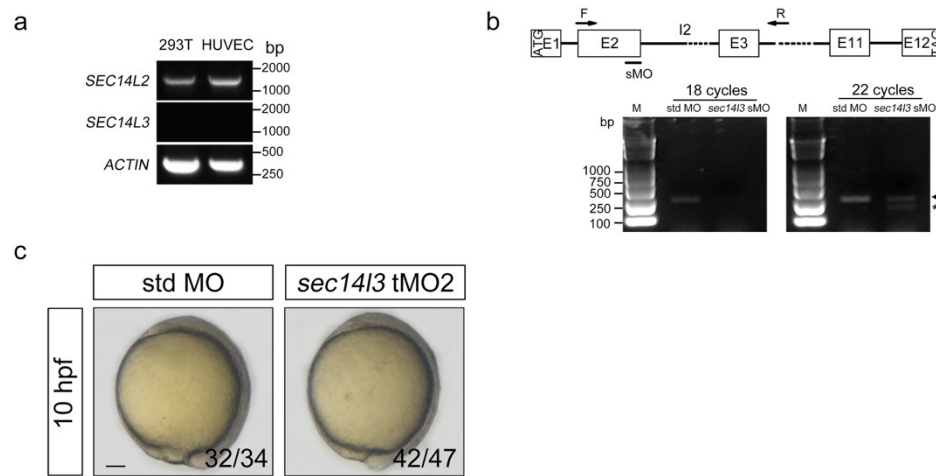

**Supplementary Figure 1. *SEC14L2/SEC14L3* mRNA expression in HEK293T and HUVEC cells, and the effectiveness of *sec14l3* sMO.** (a) Total mRNAs extracted from these two cell lines were used for generating cDNA libraries, and then RT-PCR of *SEC14L2* and *SEC14L3* was performed. *ACTIN* serves as a loading control. (b) the effectiveness of *sec14l3* sMO. The target site of *sec14l3* sMO is localized at the junction of the exon 2 and intron 2. Embryos injected with 0.5 ng std-MO or *sec14l3*-sMO were harvested for total mRNA extraction and cDNA preparation. PCR primers are outlined above the gene diagram as “F” and “R”, and semi-quantitative PCR result shows that *sec14l3*-sMO injection results in the diminished transcript (indicated by the arrow) and production of an aberrantly spliced mRNA (donated by the star). (c) 5 ng *sec14l3*-tMO2 injection has no effect on embryonic CE movements at the gastrulation stage. Scale bars, 100  $\mu$ m.

## Supplementary Figure 2, related to Figure 2

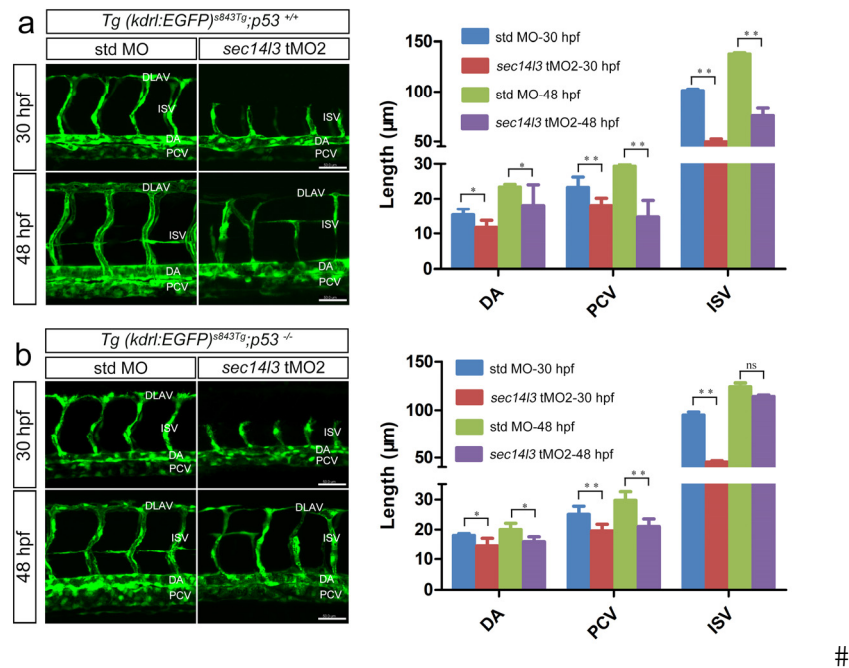

**Supplementary Figure 2. *p53* mutation could partially rescue the angiogenic defects caused by *sec14l3* knockdown.** (a) Vascular defects at 30 hpf and 48 hpf caused by *sec14l3*-tMO2 knockdown in *Tg(kdrl:GFP)<sup>s843Tg</sup>;p53<sup>+/+</sup>* embryos. 5 ng *sec14l3*-tMO2 was injected at 1-cell stage embryos from *Tg(kdrl:GFP)<sup>s843Tg</sup>;p53<sup>+/+</sup>* fishes and vascular defects were checked at 30 hpf and 48 hpf. Scale bars, 50 μm. The right histogram shows the statistical analyses of the luminal diameters of DA and PCV, as well as the length of ISV at 30 hpf and 48 hpf in (a). Data are shown as mean ± SEM (n=20 embryos) of each group. \*, p < 0.05; \*\*, p < 0.01. (b) Vascular defects at 30 hpf and 48 hpf caused by *sec14l3*-tMO2 knockdown in *Tg(kdrl:GFP)<sup>s843Tg</sup>;p53<sup>-/-</sup>* embryos. 5 ng *sec14l3*-tMO2 was injected at 1-cell stage embryos from *Tg(kdrl:GFP)<sup>s843Tg</sup>;p53<sup>-/-</sup>* fishes and vascular defects were checked at 30 hpf and 48 hpf. Scale bars, 50 μm. The right histogram shows the statistical analyses of the luminal diameters of DA and PCV, as well as the length of ISV at 30 hpf and 48 hpf in (b). Data are shown as mean ± SEM (n=20 embryos) of each group. \*, p < 0.05; \*\*, p < 0.01; ns, not significant.

### Supplementary Figure 3, related to Figure 2

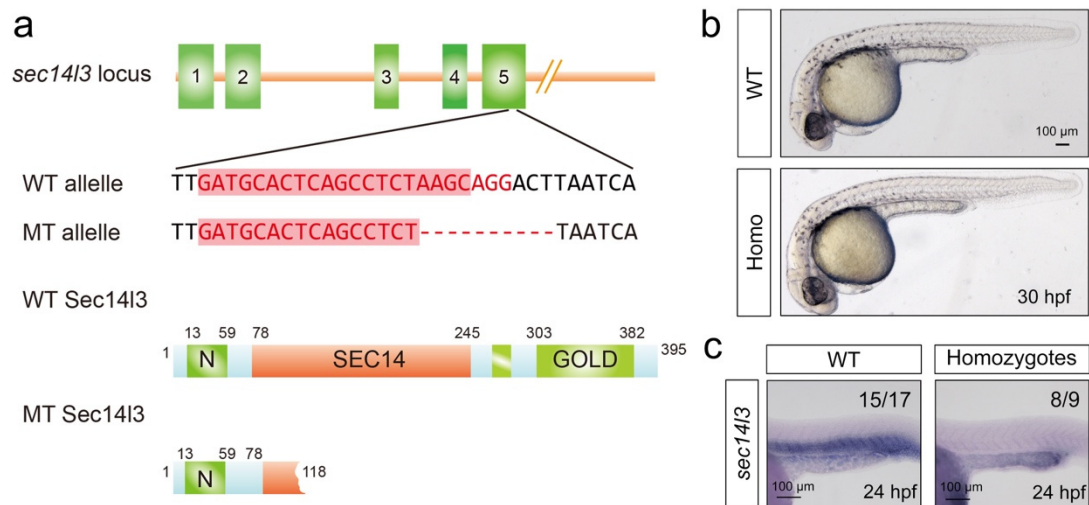

**Supplementary Figure 3. Schematic of *sec14l3* mutant generated by CRISPR/Cas9 tool and *sec14l3* expression in the mutant. (a)** Cartoon of *sec14l3* mutant information. gRNA is designed at the 5<sup>th</sup> exon and its sequence is shown in red with shade. A mutant line with 10 bp deletion is also shown, resulting in truncated Sec14l3 protein, missing SEC14 and GOLD domains. **(b)** Morphology of WT and homozygotes at 30 hpf. **(c)** Expression of *sec14l3* in WT and homozygotes at 24 hpf. Embryos from heterozygotes intercrossing were harvested for WISH and genotyped individually after staining.

## Supplementary Figure 4, related to Figure 2

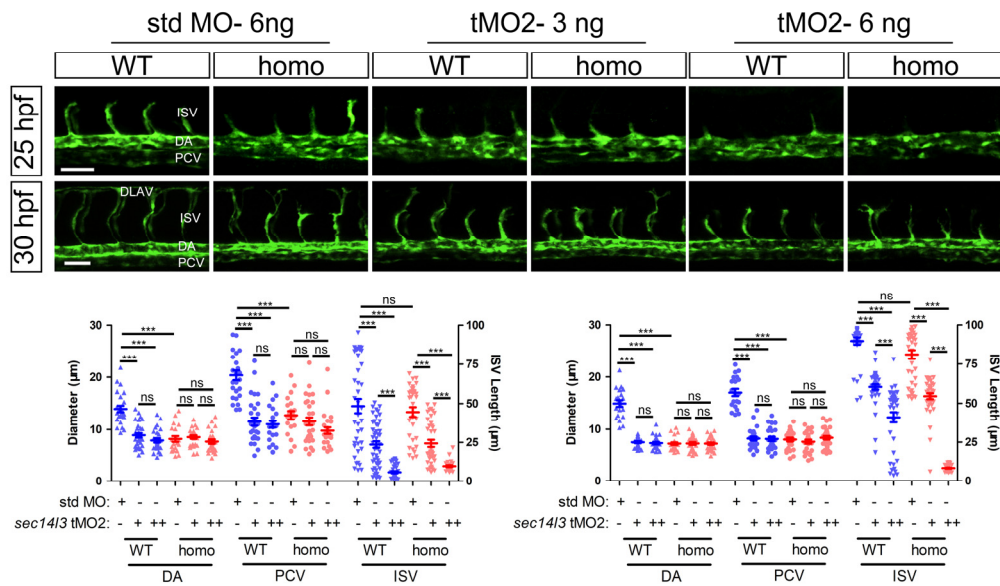

**Supplementary Figure 4. *sec14l3*-tMO2 injection has no effect on DA and PCV diameters in *sec14l3*<sup>-/-</sup> mutants.** 1-cell stage embryos from intercrossing *sec14l3*<sup>+/-</sup> heterozygotes in *Tg(kdrl:GFP)<sup>s843Tg</sup>* background were harvested for injection with 6 ng std-MO or 3 ng / 6 ng *sec14l3*-tMO2. At 25 hpf and 30 hpf, DA/PCV luminal diameters and ISV length were checked for each embryo, which was lysed for genotyping analysis and grouped according to its genotype. Vascular morphology of each group is shown in the upper panel, while the statistic results of the DA/PCV luminal diameters and ISV length are shown in the bottom panel. To quantify the DA and PCV luminal diameters for an embryo, five different vessel regions along the yolk extension site of the same embryo were measured and their average value was used to represent its actual vessel diameter. As for ISV length, ten ISVs above the yolk extension region were measured for average value calculation to represent the final ISV length. Three independent experiments were carried out and data were shown as mean ± SEM. At 25 hpf, the numbers of observed embryos from left to right are 25, 30, 25, 30, 30 and 27 respectively; at 30 hpf, the numbers of observed embryos from left to right are 20, 25, 24, 25, 25 and 30 respectively. \*\*\*,  $p < 0.001$ ; ns, not significant. Source data are provided as a Source Data file.

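The Source Data file gives the individual values behind these plots, and means ± SD and permutation tests were computed from them. The tests were two-sided with 100000 resamples, adjusted by the Benjamini-Hochberg method over 28 comparisons, and they treat each value as independent, since the sheet gives neither the embryo nor the experiment of a value. The DA and PCV columns of homozygous mutants with std-MO at 25 hpf hold 20 values, fewer than the 30 embryos in the legend. Their DA columns with 3 ng and 6 ng at 25 hpf hold 26 and 24 values, against 30 and 27 embryos. The ISV columns that were compared hold 32 to 48 values, more than the embryos in the legend. At 25 hpf the DA diameter of wild-type embryos was 14.0 ± 3.06 μm with std-MO (n = 25 values), 8.88 ± 2.39 μm with 3 ng of sec14l3-tMO2 (n = 30) and 7.87 ± 2.16 μm with 6 ng (n = 25). Both differences had an adjusted p of 1.6e-05, from the smallest p the permutations can give. In homozygous mutants the DA diameter was 8.16 ± 2.52 μm with std-MO (n = 20), 8.52 ± 1.71 μm with 3 ng (n = 26, adjusted p = 0.6) and 7.64 ± 2.10 μm with 6 ng (n = 24, adjusted p = 0.55). The PCV diameter at 25 hpf was 20.4 ± 4.71 μm in wild-type embryos with std-MO (n = 25) and 12.8 ± 3.73 μm in homozygous mutants with std-MO (n = 20, adjusted p = 1.6e-05). In the mutants it was 11.6 ± 4.24 μm with 3 ng (n = 30, adjusted p = 0.43) and 9.79 ± 3.33 μm with 6 ng (n = 27), which was lower than with std-MO by a permutation test (adjusted p = 0.0087). At 30 hpf the PCV of homozygous mutants was 7.98 ± 1.89 μm with std-MO (n = 25), 7.57 ± 2.00 μm with 3 ng (n = 25, adjusted p = 0.55) and 8.35 ± 1.88 μm with 6 ng (n = 30, adjusted p = 0.55). The ISV length at 25 hpf with std-MO was 48.4 ± 29.0 μm in wild-type embryos (n = 40 values) and 44.6 ± 17.8 μm in homozygous mutants (n = 32), which did not differ by a permutation test (difference -3.79 μm, adjusted p = 0.57). The ISV length of wild-type embryos at 30 hpf was 89.9 ± 13.7 μm with std-MO (n = 33 values), 60.3 ± 10.9 μm with 3 ng (n = 42) and 41.1 ± 20.6 μm with 6 ng (n = 40). In homozygous mutants it was 81.1 ± 17.7 μm with std-MO (n = 40). This was lower than in wild-type embryos with std-MO by a permutation test (difference -8.75 μm, adjusted p = 0.033). That p does not account for any values that may share an embryo. With 3 ng the ISV length of the mutants was 54.6 ± 12.0 μm (n = 40, permutation test, adjusted p = 1.6e-05). The ISV column of homozygous mutants with 6 ng holds the same values in the same order as their PCV column, 27 of 27 at 25 hpf and 30 of 30 at 30 hpf. The values were taken as PCV diameters, since the number of values, 27 and 30, equals the number of embryos in the legend, whereas the other ISV columns hold 32 to 48 values. Their size does not settle this at 25 hpf, where the repeated values (9.79 ± 3.33 μm) lie above the ISV lengths of wild-type embryos with 6 ng (5.85 ± 4.29 μm, n = 40). The PCV comparison with 6 ng at 25 hpf rests on this assumption, and the ISV length of this group was not compared here.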

**Supplementary Figure 5, related to Figure 2**

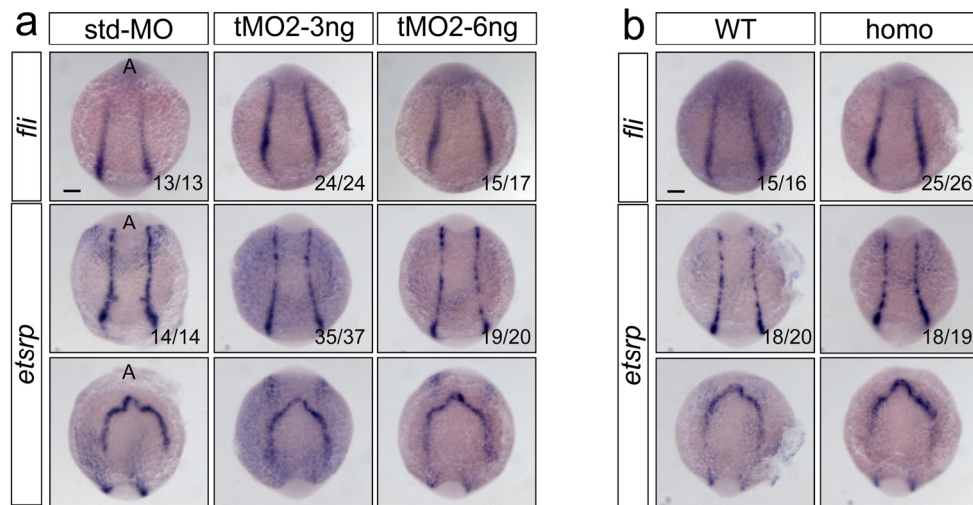

**Supplementary Figure 5. Knocking down *sec14l3* has no effect on angioblast specification at 8-somite stage. (a)** *sec14l3*-tMO mediated knockdown of *sec14l3* has no effect on *fli* or *etsrp* expression at 8-somite stage. 6 ng std MO or 3 ng / 6 ng *sec14l3*-tMO2 was injected into 1-cell stage embryos. *fli* and *etsrp* probes are used to indicate the trunk angioblasts. The ratio in the right corner indicates the number of embryos with altered expression pattern/the number of observed embryos. Embryos were dorsally viewed with anterior to the top. Scale bars, 100  $\mu$ m. **(b)** *fli* or *etsrp* expression in *sec14l3*<sup>-/-</sup> homozygotes. *sec14l3*<sup>+/-</sup> heterozygotes were intercrossed for embryos harvest at the 8-somite stage, and after WISH with *fli* and *etsrp* probes, embryos were lysed individually for their genotyping analysis and grouped according to their genotypes.

Supplementary Figure 6, related to Figure 2

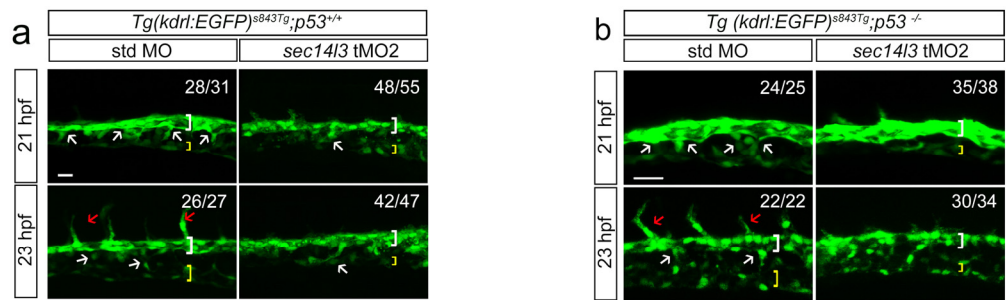

**Supplementary Figure 6. *sec14l3*-tMO mediated knockdown of *sec14l3* impairs ventral sprouting of venous progenitors independent of *p53*.** 5 ng *sec14l3*-tMO2 was injected into 1-cell stage embryos of *Tg(kdrl:GFP)<sup>s843Tg</sup>;p53<sup>+/+</sup>* (**a**) or *Tg(kdrl:GFP)<sup>s843Tg</sup>;p53<sup>-/-</sup>* (**b**) fish, and then the trunk arterial-venous angioblast sorting and segregation were checked at indicated stages. White and yellow brackets indicate DA and PCV respectively; white and red arrows indicate venous endothelial progenitor cells sprouting from vascular cord and ISV sprouting from DA respectively. Scale bars, 25  $\mu$ m.

### Supplementary Figure 7, related to Figure 3

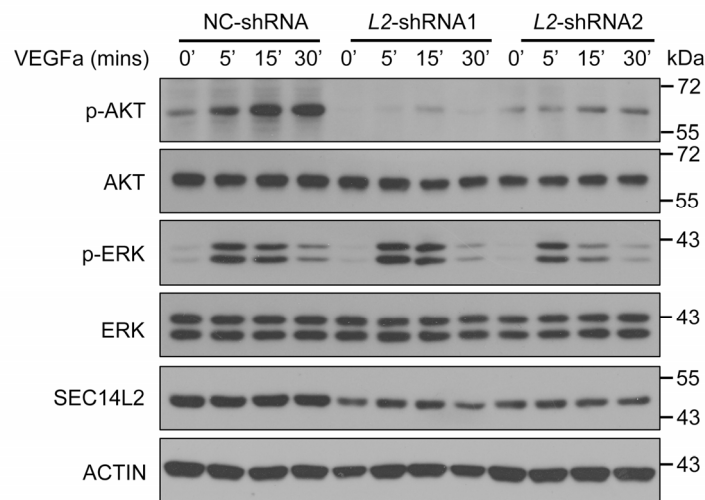

**Supplementary Figure 7. *SEC14L2* knockdown mainly counteracts VEGFa-motivated p-AKT level in HUAECs.** HUAECs were infected with NC or *SEC14L2* shRNA for 48 h and starved overnight before addition of 100 ng/ml VEGFa. After VEGFa stimulation for 5, 15 or 30 min, cell lysates were harvested and immunoblotted with indicated antibodies.

**Supplementary Figure 8, related to Figure 5**

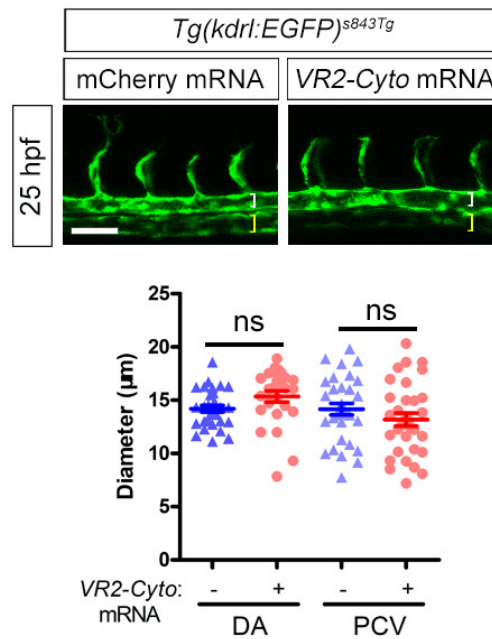

**Supplementary Figure 8. *VEGFR2-cyto* mRNA overexpression has no significant effect on the vasculature in zebrafish at 25 hpf.** 50 pg *VEGFR2-cyto* mRNA was injected into embryos from *Tg(kdrl:EGFP)<sup>s843Tg</sup>* transgenic fish. Embryos were harvested at 25 hpf for vasculature observation. The lower panel shows the statistic results of DA and PCV diameters as mean  $\pm$  SEM (n=30 embryos). ns, not significant. Scale bar: 50  $\mu$ m.

# Supplementary Figure 9, related to Figure 5

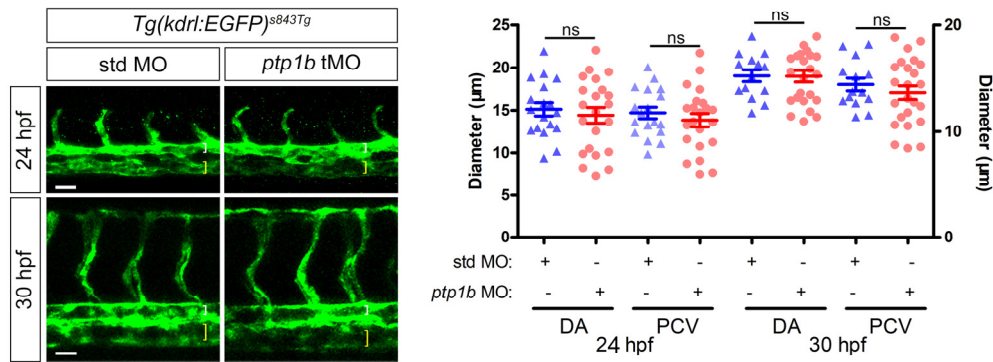

**Supplementary Figure 9. *ptp1b* knockdown has no obvious effect on the vasculature in zebrafish at 24 hpf and 30 hpf.** 5 ng *ptp1b*-tMO was injected into embryos in a *Tg(kdrl:EGFP)<sup>s843Tg</sup>* transgenic background. At 24 hpf and 30 hpf, embryos were harvested respectively for vasculature examination. The right panel shows the statistic result of the luminal diameters of DA and PCV from three independent experiments. 20 embryos were calculated for each group and data are shown as mean ± SEM. ns, not significant. Scale bars: 25 μm

**Supplementary Figure 10, related to Figure 6**

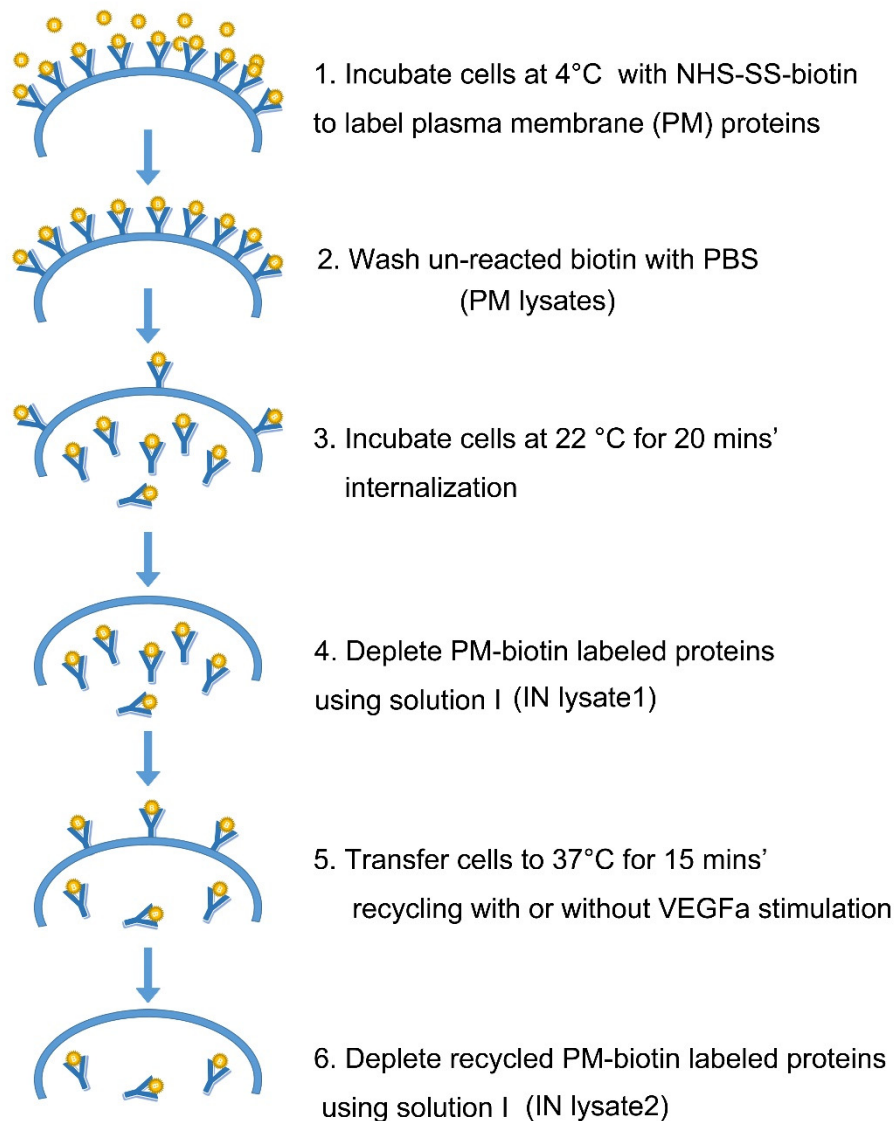

$$\text{VEGFR2 Recycled \%} = (\text{IN lysate1} - \text{IN lysate2}) / \text{IN lysate1}$$

$$\text{VEGFR2 internalized \%} = \text{IN lysate1} / \text{PM lysate}$$

**Supplementary Figure 10. Cartoon protocols of internalization and recycling assay based on NHS-SS-Biotin labeling.** The schematic mainly illustrates the procedure of recycling assay, with six steps above followed by cell lysate harvest and streptavidin-beads incubation to pull down biotin (yellow balls) labeled proteins (blue “Y” shape). For the internalization assay, only the first four steps are involved with a slight modification in the third step that internalization initiates at 37°C for 5 min or 10 min.

### Supplementary Figure 11, related to Figure 6

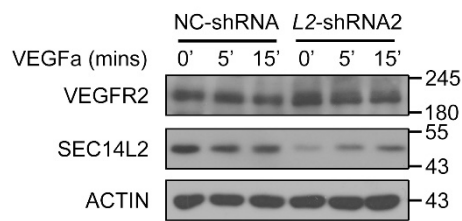

**Supplementary Figure 11. *SEC14L2* knockdown has no effect on VEGFR2 protein level.** Western blot analysis of cell lysates from *NC* or *SEC14L2* shRNA infected HUVECs. Cells were infected and starved overnight, followed by 100 ng/ml VEGFa stimulation for 5 or 15 min respectively. VEGFR2, SEC14L2 and ACTIN protein levels were examined by immunoblotting using respective antibodies.

### Supplementary Figure 12, related to Figure 8

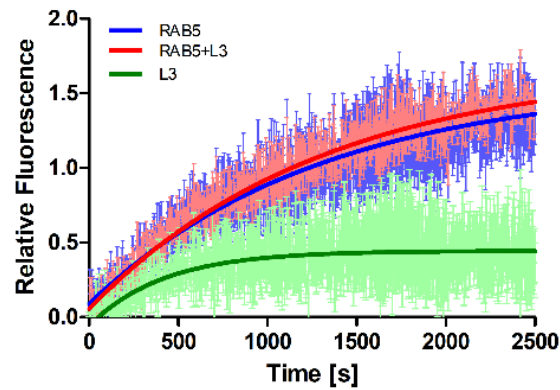

**Supplementary Figure 12. Sec14l3 could not accelerate the GTP loading activity of RAB5.** Sec14l3 protein and RAB5 protein were individually expressed and purified for the exchange assay based on the fluorescence of Mant-GTPγS. The time-course fluorescence was measured at 20°C ( $\lambda_{ex}=355$  nm and  $\lambda_{em}=488$  nm), following the addition of 2  $\mu$ M RAB5, 0.8  $\mu$ M Sec14l3 or the mixture of 2  $\mu$ M RAB5 and 0.8  $\mu$ M Sec14l3 protein. Three independent experiments were performed and here shows one representative data of GTP loading curves. Different colors indicate distinct groups, RAB5 alone in blue, Sec14l3 alone in green and their mixture in red.

Supplementary Figure 13, related to Figure 3-8

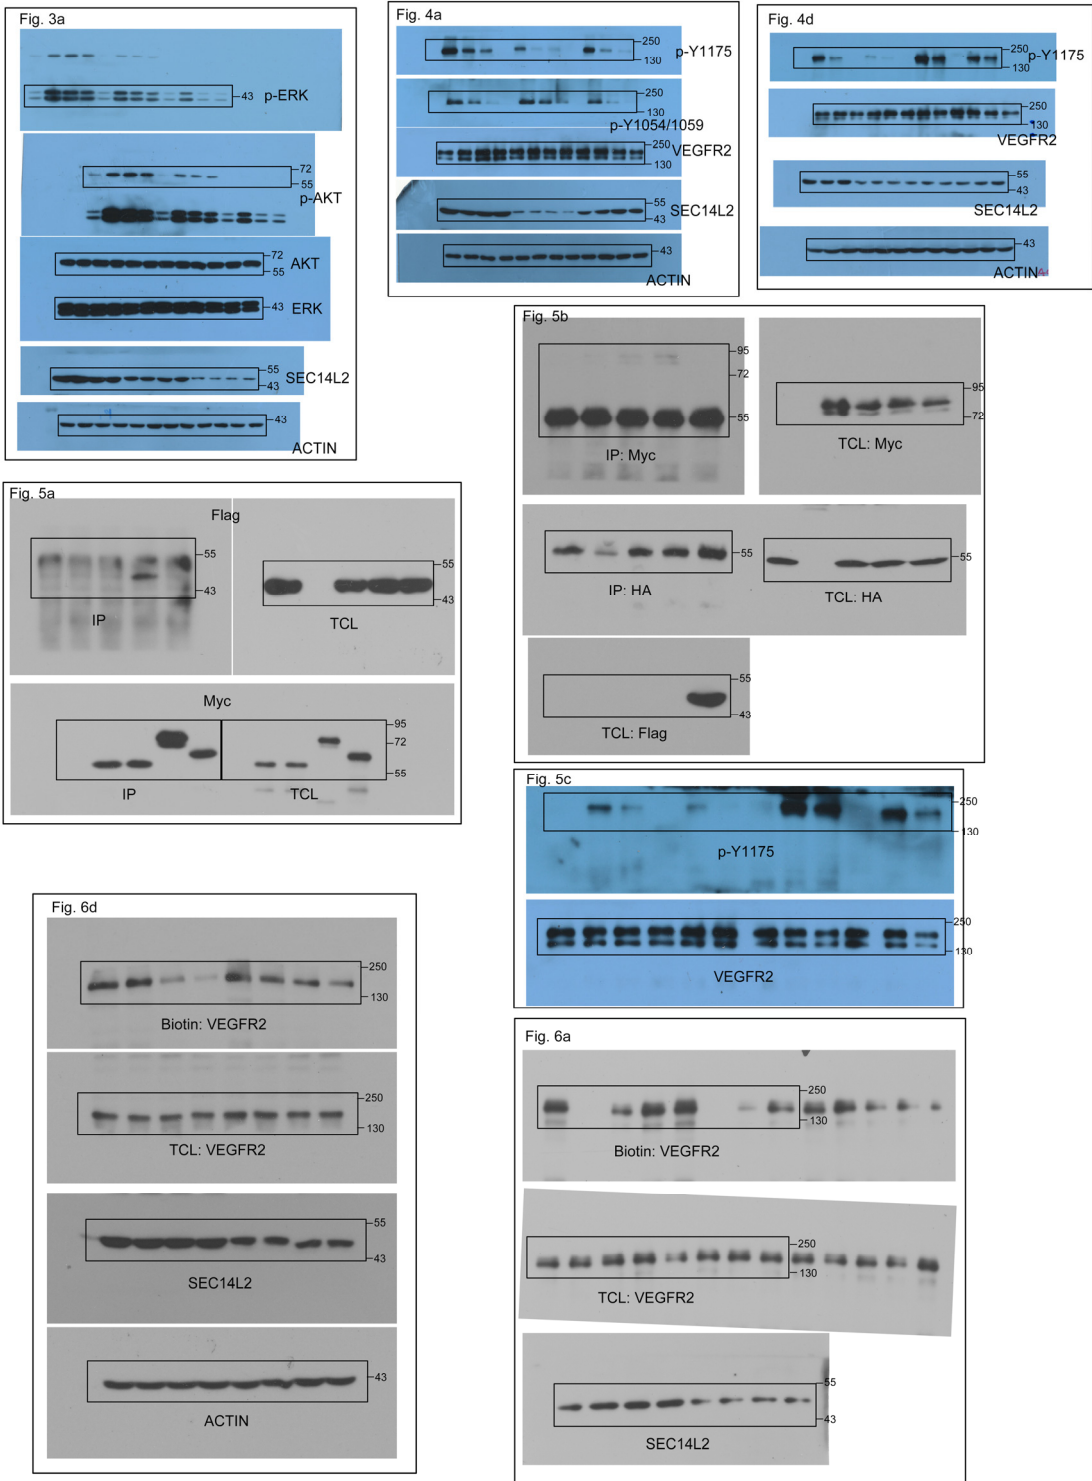

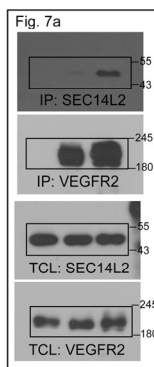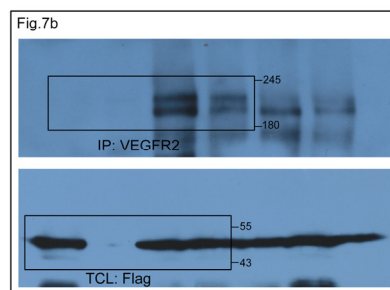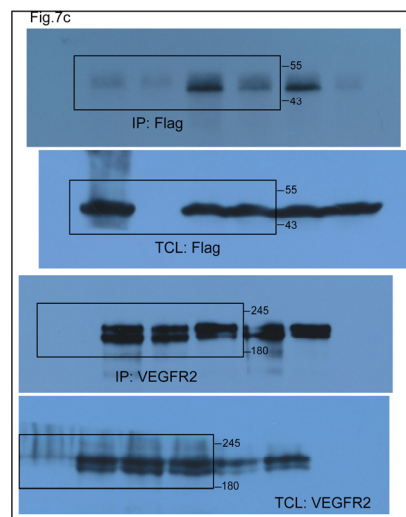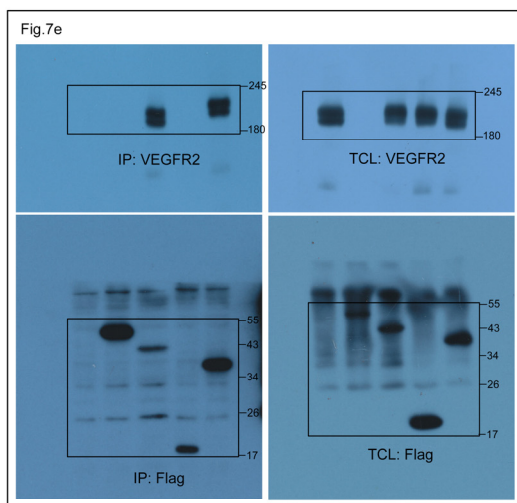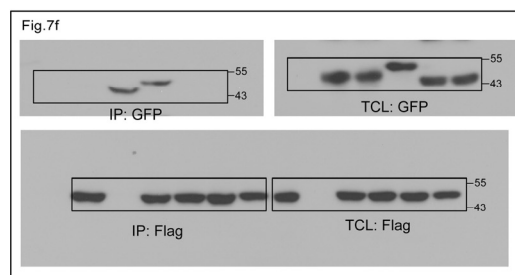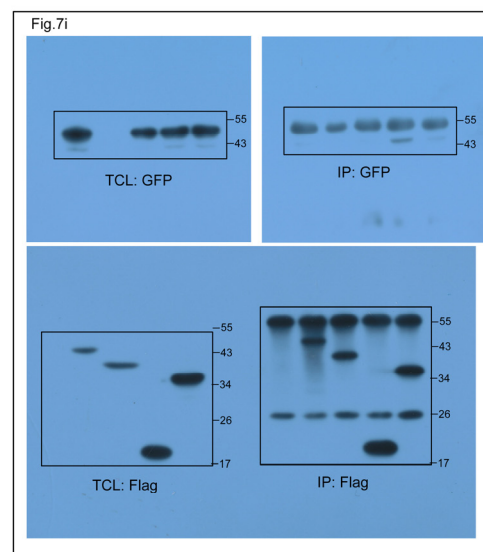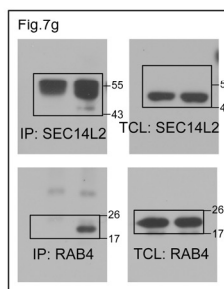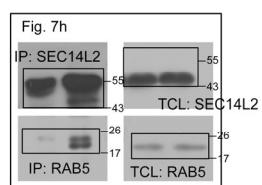

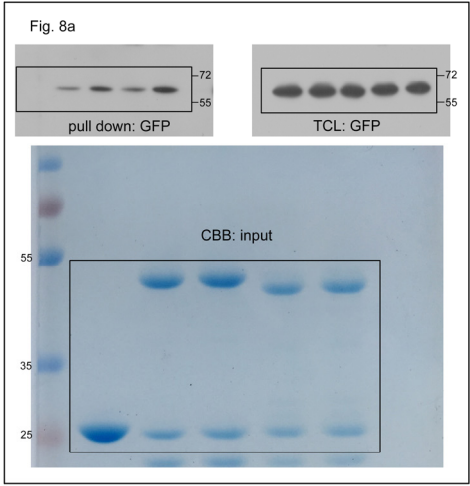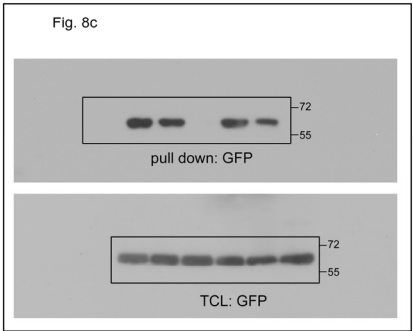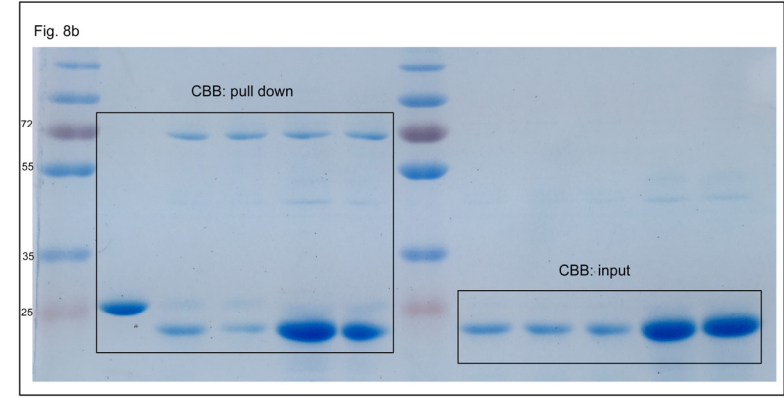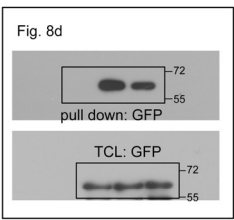

### Supplementary table 1:

#### Primers used in the present study:

| Construct name        | Primer sequences |                                                                                                    |
|-----------------------|------------------|----------------------------------------------------------------------------------------------------|
| pGEX-6p-1-RAB4        | F                | CGGGATCCTCCGAAACCTACGATTTTTTG                                                                      |
|                       | R                | CCGCTCGAGCTAACAACCACACTCCTGAG                                                                      |
| pGEX-6p-1-RAB5        | F                | CGGGATCCGCTAGTCGAGGCGCAACAAG                                                                       |
|                       | R                | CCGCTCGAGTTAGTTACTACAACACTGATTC                                                                    |
| pGEX-6p-1-R5BD        | F                | GGAATTGCTTCTATTTCTAGCCTAAAAGC                                                                      |
|                       | R                | CCGCTCGAGTCATGTCTCAGGAAGCTGG                                                                       |
| pCS2-HA-PTP1B         | F                | GGAATTGAGATGGAAAAGGAGTTC                                                                           |
|                       | R                | CGGGATCCCTATGTGTTGCTGTTGAACAGG                                                                     |
| pXT7-Flag-VEGFR2-Cyto | F                | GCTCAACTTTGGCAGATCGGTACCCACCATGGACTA<br>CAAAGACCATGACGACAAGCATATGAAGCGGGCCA<br>ATGGAGGGGGAAGCTGAAG |
|                       | R                | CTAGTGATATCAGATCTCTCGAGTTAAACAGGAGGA<br>GAGCTCAGTG                                                 |
| pCMV5-Myc-VEGFR1-Cyto | F                | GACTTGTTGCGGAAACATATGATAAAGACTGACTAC<br>CTATCAATTATAATGG                                           |
|                       | R                | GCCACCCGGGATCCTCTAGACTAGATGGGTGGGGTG<br>GAGTAC                                                     |
| pCMV5-Myc-VEGFR2-Cyto | F                | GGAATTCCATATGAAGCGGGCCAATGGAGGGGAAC<br>TG                                                          |
|                       | R                | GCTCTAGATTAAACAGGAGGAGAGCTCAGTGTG                                                                  |
| pCMV5-Myc-VEGFR3-Cyto | F                | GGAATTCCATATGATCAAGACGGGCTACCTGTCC                                                                 |
|                       | R                | GCTCTAGATTAGTAGCTGTTGTCTGTGAAG                                                                     |

# Supplementary material for: Sec14l3 potentiates VEGFR2 signaling to regulate zebrafish vasculogenesis
**Source:** Nat Commun. 2019 Apr 8;10:1606. doi: 10.1038/s41467-019-09604-0
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: List of differentially expressed genes between GFP+ and GFP- cells from Tg(fli1a:EGFP)y1 embryos at 22-24 hpf. The genes with  $\log_2(\text{RPKM-GFP}^+ / \text{RPKM-GFP}^-) > 1$  are shown here.

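The list holds 1492 transcripts, of which the 910 with the largest log2 ratios, down to 1.78, were used here. Its heading gives 22 to 24 hpf, and the name of its sheet gives 16 to 18 hpf. The reads of all 910 equalled those in the deposited tables, and the log2 ratios differed by at most 4.89e-05. The list sets an RPKM of 0 to 0.001, so the 88 listed transcripts with no GFP- read have log2 ratios fixed in part by that value. The largest is that of a transcript described as platelet/endothelial cell adhesion molecule, with 628 reads in GFP+ cells and 0 in GFP- cells (log2 ratio 15.86). By Fisher's exact test all 910 were also called higher here. Over the same range of log2 ratios 1005 transcripts were called here, and 95 of them were not listed. Of these, 84 had 1 read in GFP- cells, and they had between 17 and 381 reads in GFP+ cells. No listed transcript had 1 GFP- read. With 0 GFP- reads, 88 of 88 called transcripts were listed, with 2 GFP- reads 53 of 62, and with 3 or more 769 of 771. The paper's P for transcripts with 2 GFP- reads does not fall below 0.000107. For 34 of the 53, with 33 to 1693 GFP+ reads, it lies at or just above that value, at most 0.000107067. For 7 GFP- reads the paper's lowest P is 7.01e-06, and for 16 it is 2.12e-08, the value listed for sec14l3. The listed transcripts with 0 GFP- reads do not follow this order, since their P falls to 4.44e-16, a value shared by 16 of the 88. From 2 to 40 GFP- reads the lowest P falls to 6.22e-14. With more GFP- reads it does not fall steadily, and is listed as 0 at many counts from 45 up but as 6.25e-12 at 5950. The P listed for kdrl, with 71 GFP- reads, is also 0. Whether a listed P of 0 was rounded was not examined.

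**Figure D3:**
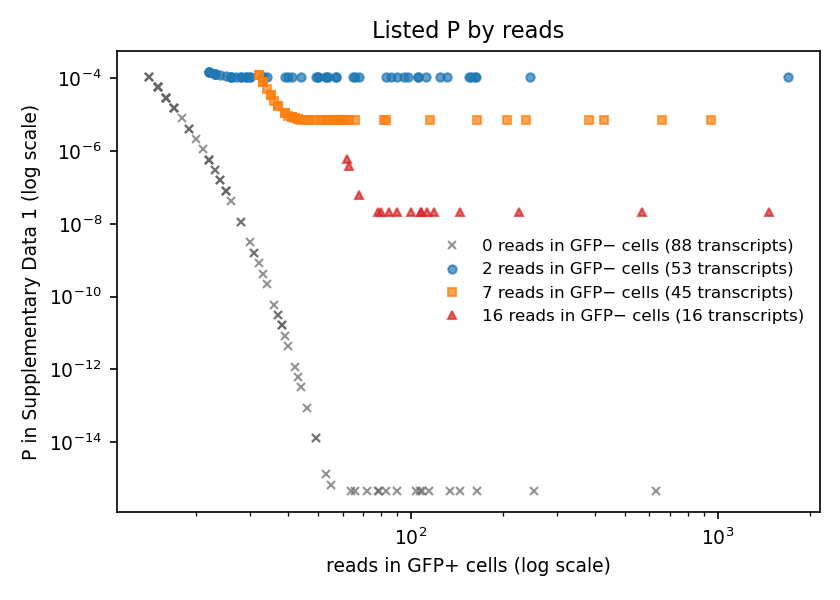
The paper's P (y axis, log scale) against reads in GFP+ cells (x axis, log scale) for listed transcripts with 0, 2, 7 or 16 reads in GFP- cells. The groups with 2, 7 and 16 reads level off at 0.000107, 7.01e-06 and 2.12e-08, and the group with 0 reads falls to 4.44e-16.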

File Name: Source data

Description: Summary of raw values shown in Figure 2-7 and Supplementary Figure 4. It contains 7 sheets, each of which is named by its representative figure number.

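The sheet for Fig. 2 holds individual DA and PCV diameters in μm, with the paper's one-way ANOVA and Tukey comparisons beside it. The legend of Fig. 2c gives 20 embryos, and 5 of its 6 columns hold another number of values. In Fig. 2c the DA measured 18.9 ± 2.24 μm with std-MO (SD, n = 21), 10.4 ± 2.02 μm with sec14l3-sMO (n = 21) and 15.9 ± 3.47 μm with sec14l3-sMO and sec14l3 mRNA (n = 20). The PCV measured 20.2 ± 2.79 μm (n = 21), 11.8 ± 4.13 μm (n = 15) and 15.1 ± 3.82 μm (n = 15), respectively. A two-sided permutation test of the means, adjusted over 6 comparisons by the Benjamini-Hochberg method, gave p = 2e-05 for sec14l3-sMO against std-MO in both vessels, from the smallest p that the permutations can give. With the mRNA the DA was wider than with sec14l3-sMO alone (adjusted p = 2e-05), as was the PCV (adjusted p = 0.033), although with the difference of medians the PCV did not pass 0.05 (adjusted p = 0.052). In both vessels the diameter with the mRNA stayed below that with std-MO (adjusted p = 0.0021 for the DA and 0.00012 for the PCV). In Fig. 2e the DA measured 14.5 ± 2.08 μm in wild-type embryos (n = 21), 14.3 ± 2.43 μm in heterozygous embryos (n = 24) and 10.9 ± 2.36 μm in homozygous embryos (n = 22). The PCV measured 18.5 ± 2.45 μm, 18.6 ± 3.97 μm and 12.8 ± 2.75 μm in the same groups. Homozygous embryos differed from wild-type embryos in both vessels (adjusted p = 3e-05), and heterozygous embryos did not (adjusted p = 0.9).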

How the deposited data were processed for this re-analysis (not part of the article)

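RNA sequencing compared GFP+ and GFP- cells sorted from Tg(fli1a:EGFP)y1 embryos, with 1 library per group. The stage is 24 hpf in the paper's main text, and 22 to 24 hpf in the sample labels and the description of Supplementary Data 1. The authors deposited, for each library, the count of uniquely mapped reads on every Ensembl transcript of Zv9 with at least 1 read. The deposited RPKM is the count per kilobase of transcript, scaled to the library total, and recomputing it from these values gave the same numbers. The authors also gave coverage as the percent of the transcript length covered by reads. The aligner and the counter are not named in the paper's text. The library totals were 4441335 reads in GFP+ cells and 4105672 in GFP- cells, and a floor of 3 reads corresponds to 0.675 and 0.731 RPM.

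A transcript was called higher or lower with a log2 ratio of RPKM above 1 or under -1, an RPKM of 0 set to 0.001, and an adjusted p under 0.001 from a two-sided Fisher's exact test on the reads with Benjamini-Hochberg adjustment. The threshold and the 0.001 for an RPKM of 0 are those of Supplementary Data 1. With 1 library per group, the test compares these libraries and not the conditions, and the difference has no replicate check. The procedure was tested on simulated data, in which 181 of 200 transcripts with at least 40 reads over both libraries and changed 4-fold were recovered and 0 of 27608 unchanged transcripts were called. The simulated libraries differed by counting error alone. The 0 calls therefore do not show how many false calls arise from other variation between libraries. Recovery of transcripts with fewer reads was not tested. Intervals are 95% exact Clopper-Pearson intervals of the GFP+ share of a transcript's reads and cover counting error only. Gene lists were summarised by the median log2 ratio of genes with at least 10 reads over both libraries, with 0.5 reads added, as a percentile among 10000 random lists drawn within 20 bins of mean expression, and a percentile above 97.5 or under 2.5 was taken as standing apart.

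Gene symbols came from the protein names in the files and from a table of RefSeq genes on GRCz12tu, matched by protein accession, which gave a symbol to 11256 of the 27808 transcripts. No coordinates were taken from that table. Genes named in the text were chosen by a rule: a list, written before the data were examined, of zebrafish genes the paper names and genes of some of the proteins it names (VEGF receptors, RAB4A, RAB5A, RAB7, EEA1 and CD63), the sec14 family, the gene with the largest and the one with the smallest log2 ratio in each marker list, and the 5 transcripts at each end of the range of log2 ratios among those with at least 100 reads over both libraries. A gene covered by this rule is not reported here. The list did not include the genes of other proteins the paper names, among them AKT, ERK and MEK. The marker lists, the tests and most alternatives were fixed before the data were examined. Genes whose names in the files lack a copy letter were left out of the lists and added as an alternative chosen after seeing the data, as were the scaling alternatives for single named genes.

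The alternatives were no test, edgeR's exact test with an assumed biological coefficient of variation of 0.4 and an adjusted p under 0.05, a minimum of 20 reads, 1 RPKM added, reads summed by gene, TMM scaling, median-of-ratios size factors (1.0 for both libraries, so reads without scaling for depth), totals without hemoglobin reads, scaling to β-actin reads, no minimum or a minimum of 50 reads for list genes, 5 reads added, and the most-read transcript of each gene. The setting with edgeR's exact test also used TMM scaling. Individual values were read from the Source Data file for Fig. 2c, Fig. 2e and Supplementary Fig. 4. They were compared by two-sided permutation tests of the difference of means with 100000 resamples and Benjamini-Hochberg adjustment within each figure, and with the difference of medians as the alternative. The tests treat each value as independent, although the ISV columns hold more values than the embryos in the legend and the sheet does not give the embryo of a value. The paper used one-way ANOVA with Tukey comparisons. Of Supplementary Data 1, 582 of 1492 rows were not used here. The analysis used Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1, R 4.3.3, edgeR 4.0.16 and DESeq2 1.42.0.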

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

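The tests of hemoglobin reads, of the lowest P and of the GFP+ reads were chosen after the results were seen, and the test of transcript length was chosen before.

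Supplementary Data 1 lists only transcripts higher in GFP+ cells, and the paper does not report the other direction, in which 1650 transcripts were lower in GFP+ cells. With hemoglobin reads left out of both library totals, 1442 transcripts were still lower, so the share of the GFP+ library taken by hemoglobin does not account for most of them. The log2 ratio was nearly unrelated to transcript length across the 13700 transcripts with at least 20 reads (Spearman rho 0.030 across transcripts, which are not independent replicates). A difference between the library preparations other than the sorted cells could not be examined with 1 library per group. Of the 4 marker lists written before the data were examined, 3 moved with the cells sorted: 22 of the 23 neural and muscle genes had a log2 ratio below -1 (median -2.03), and the vascular and hematopoietic genes had medians of 4.49 and 5.01. The pharyngeal arch list did not, with a median of -0.79 and 18 of its 24 genes below 0. The paper, in contrast, describes genes of such cells as highly expressed in the sorted cells. Whether the listed genes are specific to arch cells was not examined, so the median does not show whether such cells were sorted. The lists hold few of the lower transcripts, and for the lower transcripts as a whole the pattern cannot be told apart from such a difference.

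Among the transcripts called higher here over the range of log2 ratios used from Supplementary Data 1, the 84 with 1 read in GFP- cells are absent from the list, although their log2 ratios, 3.97 to 8.46, lie above the lowest listed value used, 1.78. A candidate explanation is that the lowest P in the list is set by the GFP- reads: of the 53 listed transcripts with 2 GFP- reads, 34 lie at or just above the lowest P. The 88 listed transcripts with 0 GFP- reads depart from this pattern, with a lowest P of 4.44e-16 shared by 16 of them. From 2 to 40 GFP- reads the lowest P falls to 6.22e-14. Beyond that it does not fall steadily, and is listed as 0 at many counts from 45 up (but 6.25e-12 at 5950 reads). With none listed at 1 GFP- read a lowest P there cannot be seen, so the explanation stays open. Too few GFP+ reads is a poorer explanation, since 56 of the 84 have at least 22 GFP+ reads, the fewest among listed transcripts with 2 GFP- reads. No biological explanation was tested.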

How the results depend on the processing

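With 1 library per group there was no replicate to leave out. No paired analysis was possible because each group has 1 library. Without the test, 6934 transcripts were higher and 7288 lower in GFP+ cells, against 1577 and 1650 with it. With edgeR's exact test at an assumed coefficient of variation of 0.4, 330 were higher and 66 lower. The cause was not tested. The other alternatives kept both counts within 1.5 times, from 1432 to 1761 higher and from 1439 to 1679 lower with the size factors left aside. The median-of-ratios size factors were 1.0 for both libraries, so that setting compared reads without scaling for depth and is no test of a normalisation. It gave 1777 higher and 1366 lower, with every log2 ratio moved by 0.11. With 1 RPKM added to both libraries the log2 ratio of kdrl fell from 5.10 to 4.72, outside its counting interval. This fall follows from the addition itself, since kdrl had an RPKM of 110 in GFP+ cells and only 3.21 in GFP- cells. The log2 ratio of sec14l3 stayed inside its interval under each alternative run, from 3.08 to 4.05, and its difference from kdrl was -1.49 with reads summed by gene and -1.64 with 1 RPKM added.

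The medians of the 4 marker lists kept their direction and their side of the percentile thresholds under each alternative run, 27 values in all. A scaling adds the same amount to every gene, so its effect on a single gene shows only how near 0 the gene lies or how narrow its interval is, and is no test of stability. cxcr4a, at 0.00, moved to 0.10 with TMM, 0.093 without hemoglobin reads and 0.11 with size factors. Of the embryo comparisons, 30 of 40 had an adjusted p under 0.05 with means and 29 with medians. The comparison lost was that of the PCV with sec14l3-sMO and with sec14l3-sMO and mRNA in Fig. 2c (adjusted p = 0.033 with means and 0.052 with medians). The depth limits what low counts show: with 1 read in GFP- cells the log2 ratio rests on a count below the floor of 3 reads.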

Differences from the paper's values

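The paper gives an enrichment of sec14l3 in GFP+ cells of 5-fold by qRT-PCR against β-actin, and the sequencing files give 13.0-fold. The alternatives set before the data were examined gave 8.48 to 16.6-fold, and none of them closed the gap. With scaling to β-actin reads the value was 16.6-fold. For kdrl the paper's qRT-PCR value is about 5.3-fold in Fig. 1c, read by eye, and the sequencing files give 34.4-fold. The alternatives set before the data were examined gave 26.4 to 43.8-fold, and none of them closed the gap.

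The paper describes the enrichment of sec14l3 as similar to that of kdrl by qRT-PCR. In the sequencing files the log2 ratio of sec14l3 was lower by a difference of -1.40. This difference comes from 1 library per group and has no replicate check. The paper describes genes of pharyngeal arch cells as highly expressed in the sorted cells, and the 24 pharyngeal arch genes listed here had a median log2 ratio of -0.79. The paper's statement is of expression and names no genes. The ratio measures enrichment over GFP- cells in a list chosen here, so the measures are not the same. Whether the listed genes are specific to arch cells was not examined. Adding the gene named endothelin receptor type A (log2 ratio 1.99), an alternative chosen after seeing the data, gave -0.76. In Supplementary Fig. 4 the paper describes no effect of sec14l3-tMO2 on the PCV of homozygous mutants. In the source values at 25 hpf the PCV was narrower with 6 ng than with std-MO by a permutation test (difference -2.97 μm, adjusted p = 0.0087), whereas the paper's Tukey comparison of the same values was not significant. At 30 hpf the difference was 0.37 μm (adjusted p = 0.55), in line with the paper. The column with std-MO at 25 hpf holds fewer values than the embryos in the legend, and the column with 6 ng is repeated as an ISV column and was assumed to hold PCV values. The paper describes ISVs in homozygous mutants as nearly normal. In the source values at 25 hpf their ISV length with std-MO differed from that of wild-type embryos by -3.79 μm (permutation test, adjusted p = 0.57, and 0.6 with medians), in line with the paper. At 30 hpf it differed from that of wild-type embryos by -8.75 μm (permutation test, adjusted p = 0.033, and 0.043 with medians), and the paper's Tukey comparison was not significant. The ISV columns hold more values than the embryos in the legend, although the legend describes an averaged ISV length for each embryo. Some values may share an embryo, which this p would not account for.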

Other observations

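Other genes on the list drawn from the paper differed widely between the sorted populations. The fli1a gene, whose promoter drives the transgene, had 753 reads in GFP+ cells and 9 in GFP- cells (log2 ratio 6.20, 95% interval 5.34 to 7.41), whereas etv2 had 1020 and 261 reads (log2 ratio 1.85, 1.66 to 2.05). The VEGF receptor genes flt1, flt4 and kdr had log2 ratios of 6.55, 5.04 and 6.96. The ligand gene vegfaa was lower in GFP+ cells (log2 ratio -1.20). The phosphatase gene ptpn1 (PTP1B) was detected in both populations, with 387 and 455 reads (log2 ratio -0.35). Of the RAB genes, rab5aa was lower in GFP+ cells (log2 ratio -0.63, -0.90 to -0.35) and rab5ab higher, with 133 and 57 reads (0.65 to 1.58), whereas rab7a was at 0.28 (0.09 to 0.48). The log2 ratio of cd63 was -0.77 and that of plcg1 was 0.47. For rab4a (0.12) and eea1 (0.32) the interval included 0, so no difference was detectable at this depth.

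Among the other sec14 family genes with reads, sec14l1 had 82 and 97 reads (log2 ratio -0.35), clvs2 26 and 9 (1.37), ttpa 12 and 7 (0.62) and rlbp1a 4 and 11 (-1.47). The interval of clvs2 excluded 0 (0.28 to 2.70), and those of sec14l1, ttpa and rlbp1a included it.

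The 5 largest log2 ratios among the 7918 transcripts with at least 100 reads all belong to transcripts with 0 reads in GFP- cells. The size of these ratios, and their place above other transcripts, depend on the RPKM of 0.001 used in place of 0. The order of the 5 transcripts follows their RPKM in GFP+ cells. After the adhesion molecule transcript they are an alpha globin (145 reads in GFP+ cells), nt5c2l1 (253), an adducin 2-like transcript (109) and a draculin-like transcript (107). The 5 smallest include hairy and enhancer of split related-7, with 4 and 125 reads (log2 ratio -5.08), and mesogenin-1, with 10 and 311 reads (log2 ratio -5.07). The others are a transcript without a protein name (4 and 170 reads), a type I cytokeratin (7 and 172) and an extracellular matrix protein 2-like transcript (13 and 319).

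In the source values of Supplementary Fig. 4, the ISV and PCV columns of homozygous mutants with 6 ng of sec14l3-tMO2 hold 27 identical values at 25 hpf and 30 at 30 hpf, in the same order. In the 628 other pairs of columns at most 2 values were identical in position. The number of ISV values per group, 32 to 48 in the remaining groups, is larger than the number of DA values, 20 to 30.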
